# NeuroD4 converts glioblastoma cells into neuron-like cells through the SLC7A11-GSH-GPX4 antioxidant axis

**DOI:** 10.1038/s41420-023-01595-8

**Published:** 2023-08-15

**Authors:** Hao Wang, Peiqi Zhao, Ying Zhang, Zhen Chen, Han Bao, Wenqi Qian, Jian Wu, Zhenqiu Xing, Xiaowei Hu, Kunlin Jin, Qichuan Zhuge, Jianjing Yang

**Keywords:** CNS cancer, Cancer therapy

## Abstract

Cell fate and proliferation ability can be transformed through reprogramming technology. Reprogramming glioblastoma cells into neuron-like cells holds great promise for glioblastoma treatment, as it induces their terminal differentiation. NeuroD4 (Neuronal Differentiation 4) is a crucial transcription factor in neuronal development and has the potential to convert astrocytes into functional neurons. In this study, we exclusively employed NeuroD4 to reprogram glioblastoma cells into neuron-like cells. In vivo, the reprogrammed glioblastoma cells demonstrated terminal differentiation, inhibited proliferation, and exited the cell cycle. Additionally, NeuroD4 virus-infected xenografts exhibited smaller sizes compared to the GFP group, and tumor-bearing mice in the GFP+NeuroD4 group experienced prolonged survival. Mechanistically, NeuroD4 overexpression significantly reduced the expression of SLC7A11 and Glutathione peroxidase 4 (GPX4). The ferroptosis inhibitor ferrostatin-1 effectively blocked the NeuroD4-mediated process of neuron reprogramming in glioblastoma. To summarize, our study demonstrates that NeuroD4 overexpression can reprogram glioblastoma cells into neuron-like cells through the SLC7A11-GSH-GPX4 signaling pathway, thus offering a potential novel therapeutic approach for glioblastoma.

## Introduction

Glioblastoma, the most common and aggressive primary cancer in the central nervous system (CNS), presents a significant therapeutic challenge due to its poor prognosis and resistance to standard treatments [1]. With an annual incidence rate of 3.23 per 100,000 cases, glioblastoma’s occurrence is influenced by factors such as age, gender, and race [2, 3]. The recent definition of glioblastoma describes it as a diffuse astrocytic glioma with specific histological or genetic features [4, 5]. Despite rigorous treatment approaches, including surgery, radiotherapy, and chemotherapy, tumor relapse remains almost inevitable due to glioblastoma’s infiltrative nature and resistance to current therapies [6]. Therefore, the exploration of new treatment options for glioblastoma is crucial.

Cell conversion through reprogramming of genes and transcription factors that regulate cell fate and differentiation has shown promise [7–9]. Among the regulators in this developmental process, basic helix loop helix (bHLH) transcription factors play a significant role, guiding cell fate determination in different lineages across all three embryonic germ layers [10–12]. Overexpression of bHLH transcription factors such as Neurog2 (NGN2) and ASCL1 has demonstrated the ability to transform human glioma cells into neuron-like cells in culture [13, 14]. Among the shared target genes in the neurogenic programs induced by Neurog2 and ASCL1, only NeuroD4 has been shown to induce neuronal reprogramming [15–18]. Notably, Cheng et al. recently reported that ASCL1, acting as a single transcription factor, can transform human glioblastoma cells into terminally differentiated neuron-like cells, thereby inhibiting their aggressive proliferation [19]. Building upon this knowledge, our aim was to investigate the potential of NeuroD4 overexpression in transforming undifferentiated glioblastoma cells into neuron-like cells, arresting their proliferation both in vivo and in vitro.

In this study, we discovered that NeuroD4 alone effectively reprogrammed human glioblastoma cells into non-proliferating neuron-like cells. This conversion resulted in a significant inhibition of tumor growth both in experimental models and cell cultures. Interestingly, we found that successful reprogramming was dependent on the preservation of cell ferroptosis, as inhibiting this process prevented successful reprogramming. Furthermore, NeuroD4 overexpression significantly reduced the levels of SLC7A11 and Glutathione peroxidase 4 (GPX4), indicating the crucial involvement of the SLC7A11-GSH-GPX4 antioxidant axis in the NeuroD4-induced reprogramming process.

## Results

### NeuroD4 transforms human glioblastoma cells into neuron-like cells

We initially investigated the role of NeuroD4 in inducing neuronal reprogramming of human glioblastoma cells. U251 and KNS89 cells were cultured and infected with NeuroD4-expressing lentivirus. The infection efficiency of the GFP+NeuroD4 group was estimated to be more than 91% in U251 cells and 89% in KNS89 cells, based on the co-expression of GFP and nuclear marker DAPI. No significant difference was observed between the GFP+NeuroD4 and control GFP groups (Supplementary Fig. S1A–D). RNA sequencing confirmed the overexpression of NeuroD4 mRNA, and western blot analysis confirmed the expression of the Flag-NeuroD4 protein in U251, KNS89, and U87 cells infected with the GFP+NeuroD4 virus at 5 days post infection (dpi) (Supplementary Fig. S1E–G).

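In the U251 libraries at 5 dpi, NEUROD4 (ENSG00000123307), a proneural basic helix-loop-helix transcription factor gene, was listed at 0 in all 3 libraries of the GFP group. Its mean in the GFP+NeuroD4 group was 4.71 ± 0.843 FPKM (SD, n = 3). The gene lies on chromosome 12 of GRCh38 from 55019945 to 55030014. The authors' deposited table gives it 0 reads in every GFP library and 618, 631 and 895 reads in the GFP+NeuroD4 libraries. Against a floor of 3 counts over the whole GFP group and at the estimated depths, its level was at least 619-fold higher, a bound that covers counting error only. The log2 fold change from limma was 5.57 (standard error 0.221, adjusted p = 6.12e-07). All libraries of the GFP+NeuroD4 group lay above all of the GFP group (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). These values do not separate transcripts of the lentivirus from those of the cells' own gene.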

As depicted in Fig. 1A, one day after infection with GFP and GFP+NeuroD4 lentivirus, the glioblastoma cell medium was replaced. The following day, neuron induction medium was used for further cell culture [8, 14]. Time-course morphological analysis demonstrated that NeuroD4 overexpression induced U251 and KNS89 cells to undergo morphological changes as early as 4 dpi (Fig. 1B, C). The cells lost their spindle or polygonal morphology and acquired a neuronal appearance with long neurites. By 6 and 10 dpi, they exhibited a more complex morphology with multiple neuron-like processes. In contrast, the GFP group did not show significant changes in cell shape (Fig. 1B, C).

**Fig. 1:**
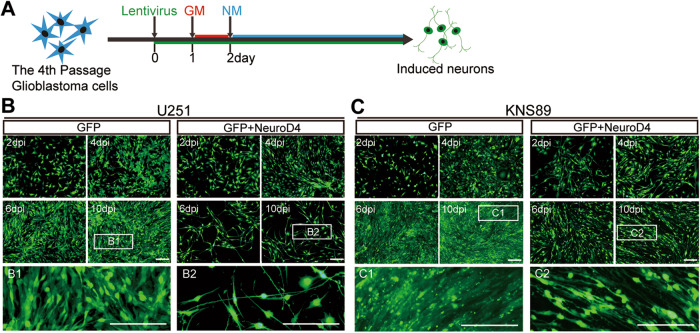
Morphological changes of human glioblastoma cells induced by NeuroD4. **A** Schematic representation of the cell reprogramming process. **B**, **C** Rapid morphological changes of U251 and KNS89 cells were observed upon ectopic expression of NeuroD4. The control group was infected with GFP-expressing virus. Higher magnification views of the boxed regions are also depicted. Dpi: days after infection; GM: medium for glioblastoma cells; NM: medium for neuronal induction. Scale bar: 200 µm.

The presence of TUJ1 and MAP2 in NeuroD4-transduced cells indicated the successful cell reprogramming action of NeuroD4 [20]. However, neither the TUJ1 nor MAP2 signal was detected in the GFP group (Fig. 2A, C, E, G). A time-course analysis of TUJ1 and MAP2 expression revealed their presence in GFP+NeuroD4 cells at 7 dpi, and their levels increased by 14 and 21 dpi (Fig. 2B, D, F, H). At 14 dpi in the GFP+NeuroD4 group, 92.8% of infected U251 cells and 84.8% of infected KNS89 cells were reprogrammed into TUJ1+ cells, while 94.1% of infected U251 cells and 75.8% of infected KNS89 cells were reprogrammed into MAP2+ neuron-like cells (Fig. 2B, D, F, H). At 21 dpi, the TUJ1 and MAP2 positive rates of U251 and KNS89 cells slightly increased (Fig. 2B, D, F, H). The high positive rates of TUJ1 and MAP2 in GFP+ cells of the GFP+NeuroD4 group lead us to conclude that NeuroD4 overexpression efficiently reprograms specific glioblastoma cell types into neuron-like cells.

**Fig. 2:**
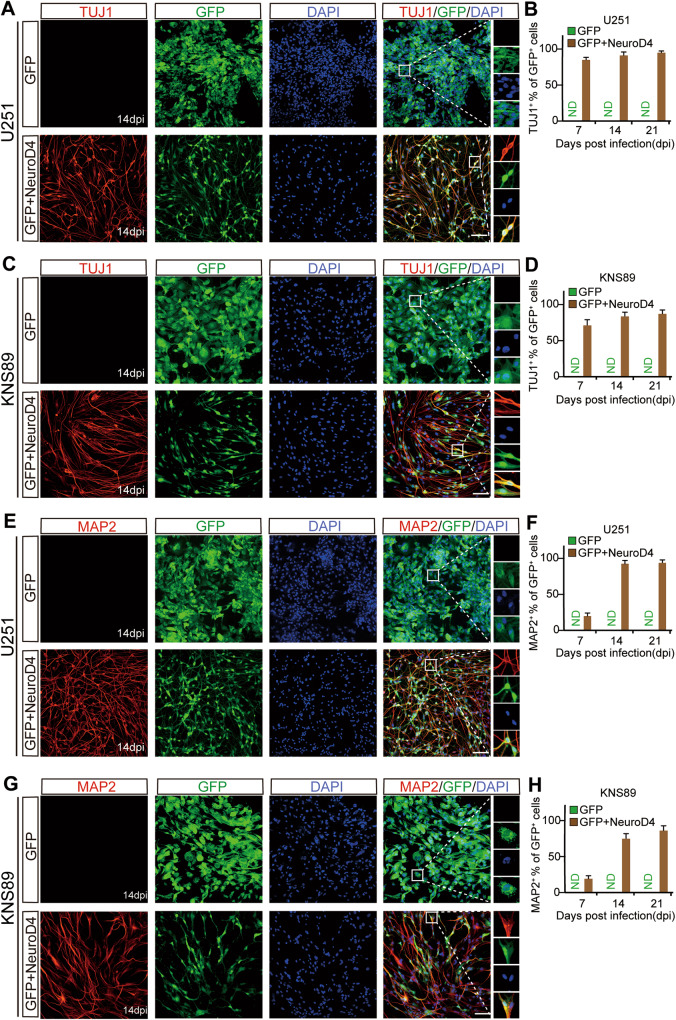
Time-course analysis of NeuroD4-mediated neuronal reprogramming of human glioblastoma cells. **A**, **C**, **E**, **G** Immunostaining of neuronal markers TUJ1 and MAP2 in NeuroD4 transformed U251 and KNS89 cells at 14 dpi. **B**, **D**, **F**, **H** Quantifying neuronal marker expression in NeuroD4-infected U251 and KNS89 cells during the indicated course (9 random fields from triplicate samples were captured for quantification). Dpi: days post infection. ND not detected. Scale: 100 µm.

### NeuroD4-induced neuronal reprogramming results in cell cycle exit and suppresses glioblastoma cells growth

Neurons are typically considered postmitotic cells that have undergone terminal differentiation and lack the ability to proliferate [21]. Therefore, we investigated whether NeuroD4-mediated neuronal reprogramming could inhibit the aggressive proliferation of glioblastoma cells. We assessed the proliferation of reprogrammed glioblastoma cells using the Ki67 protein and EdU labeling. Ki67 protein is highly expressed in cycling cells and is used to assess the growth of reprogrammed glioblastoma cells [22]. EdU (5-ethynyl-2’-deoxyuridine) is incorporated into newly synthesized DNA during cell proliferation, enabling sensitive and quantitative detection of proliferating cells [23].

At 7 and 14 dpi, we labeled proliferating cells with EdU (10 µM) for a 2-hour incubation followed by a click reaction (Fig. 3A). We also performed immunocytochemical staining for the Ki67 protein at 14 dpi. At 7 dpi, compared to the GFP group, glioblastoma cells with forced expression of GFP+NeuroD4 showed a significant decrease in the number of EdU+ and Ki67+ cells (Fig. 3B–I), suggesting that NeuroD4-mediated neuronal reprogramming may induce cell cycle exit in U251 and KNS89 cells. At 14 dpi, the proportion of EdU+ cells decreased from 38.6% to 2.1% in infected U251 cells and from 37.4% to 1.5% in infected KNS89 cells (Fig. 3F–I). Additionally, the Ki67 protein was nearly absent in GFP+NeuroD4-infected cells (Fig. 3F–I). Although a small number of infected cells expressing TUJ1 or MAP2 did not exhibit neuron-like morphology and were not considered successfully reprogrammed, their proliferation was still inhibited, possibly due to dying or being in the early phase of reprogramming [24].

**Fig. 3:**
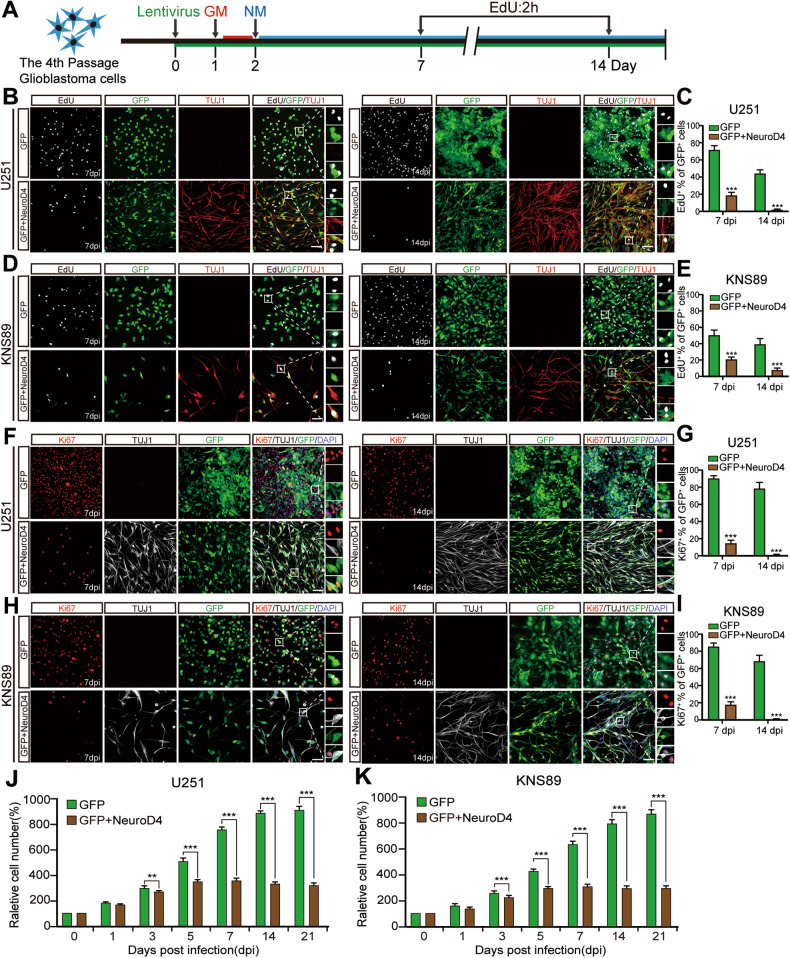
NeuroD4-induced neuronal reprogramming suppresses the proliferative marker EdU and Ki67 in glioblastoma cells. **A** The experimental design for labeling EdU in glioblastoma cells. **B**–**E** EdU detection of U251 and KNS89 cells at 14 dpi and quantitative analysis of EdU+ (9 random fields from triplicate samples were captured for quantification). **F**–**I** Immunocytochemical analysis of the Ki67 marker in U251 and KNS89 cells at 14 dpi and quantitative analysis of Ki67+ (9 random fields from triplicate samples were captured for quantification). **J**, **K** Time-course cell counting at 0, 1, 3, 5, 7, 14, and 21 dpi. The data are presented as mean ± SD. ***P < 0.001. Dpi: days post infection; GM glioblastoma cell medium, NM neuronal induction medium. Scale: 100 µm.

A time-course cell counting analysis revealed that the control group infected with GFP-expressing virus continued to exhibit aggressive growth, while the growth of glioblastoma cells infected with the GFP+NeuroD4 virus reached a plateau at 5 dpi, showing no significant development thereafter (Fig. 3J, K). To confirm that the cell cycle of GFP+NeuroD4 virus-infected glioblastoma cells was arrested in the early stages of reprogramming, we performed a time-course flow cytometry analysis by labeling the DNA of glioblastoma cells with PI dye. We also used qRT-PCR to detect the mRNA expression levels of cell cycle proteins at 5 dpi. In U251, KNS89, and U87 cells, compared to the GFP group, the proportion of cells in the stable G1 phase significantly increased at 3, 5, and 7 dpi, while the proportion of cells in S phase and G2/M phase decreased markedly (Fig. 4A, B). Furthermore, the expression of various cell cycle-related mRNA in U251 and KNS89 cells significantly decreased at 5 dpi (Fig. 4C, D). These findings indicate that NeuroD4-induced neuronal reprogramming can inhibit the exponential growth of glioblastoma cells, leading to a significant reduction in multiple cyclins, and causing reprogrammed glioblastoma cells to exit the cell cycle as early as 3 dpi.

**Fig. 4:**
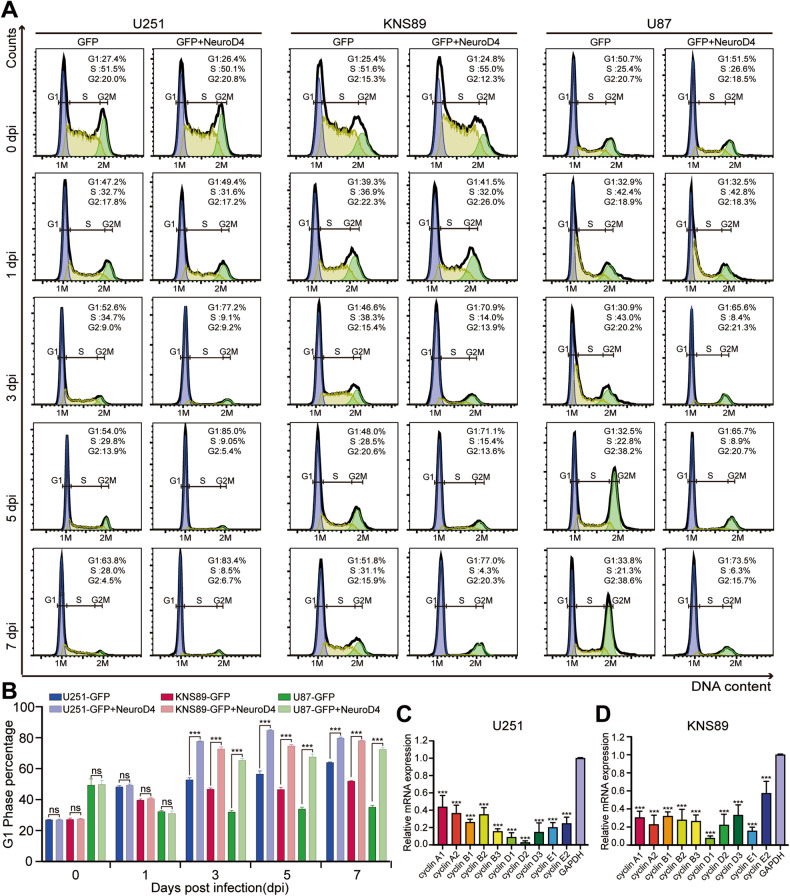
Overexpression of NeuroD4 resulted in cell cycle exit. **A** Time-course flow cytometric analysis of cell cycle displaying the cellular DNA content of NeuroD4 overexpressed cells in U251, KNS89, and U87 cells. **B** Quantitative analysis of DNA content (*n* = 3). **C**, **D** The expression of various cell cycle-related mRNA in U251 and KNS89 cells was detected by qRT-PCR. The data are presented as mean ± SD. **P < 0.01, ***P < 0.001 by student’s *t*-test and One-way analysis of variance (ANOVA). Dpi days post infection. NS no significance.

### NeuroD4 inhibits the human-derived glioblastoma xenograft development in vivo through reprogramming

To assess the impact of NeuroD4 overexpression on tumor growth in vivo, we selected U87 cells carrying a luciferase reporter gene, known for forming brain masses (Fig. 5A). In vitro, we infected cultured human U87 cells with GFP+NeuroD4 or control GFP-expressing lentivirus. Three days later, we transplanted these cells into the striatum of nude mice and monitored tumor growth using the PerkinElmer IVIS Lumina X5 in vivo imaging system every seven days. Survival time was recorded daily. The results revealed a significant inhibition of GFP+NeuroD4 tumor growth in the brain (*n* = 5, *p* < 0.001, Fig. 5B, C), leading to a significant prolongation of survival time in the nude mice up to 60 days (*n* = 10, *p* < 0.001, Fig. 5D).

**Fig. 5:**
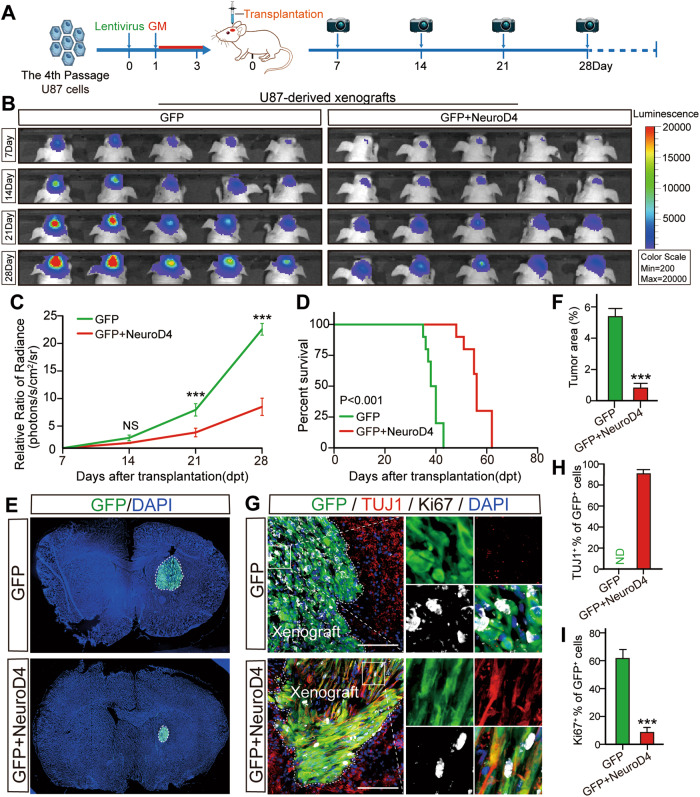
The xenografts derived from NeuroD4 overexpressing U87 cells shrink significantly. **A** The experimental protocol for orthotopic cell transplantation. **B**, **C** In vivo bioluminescent images and the quantification of U87-derived xenografts (*n* = 5). **D** Post-imaging Kaplan-Meier survival analysis of transplanted mice (*n* = 10, *P* < 0.001 using log-rank test). **E**, **F** Immunohisto fluorescence analysis of tumor size in mice implanted with GFP and GFP+NeuroD4 virus infected U87 cells 28 days after transplantation (*n* = 6). Tumor mass (outlined by dashed lines) was quantified based on the area occupying the ipsilateral brain. **G**–**I** Ki67 and TUJ1 markers of NeuroD4 overexpressing U87 cells in xenografts 28 days after implantation. Forty-five random fields from a series of every tenth coronal brain section of six nude mice were collected for quantification in Immunohisto fluorescence analysis. The data are presented as mean ± SD. ***P < 0.001 by student’s *t*-test and One-way analysis of variance (ANOVA). NS: no significance. ND not detected. GM glioblastoma cell medium. Scale: 100 µm.

At 28 days post-transplantation, we obtained frozen brain sections from nude mice and observed that the size of GFP+NeuroD4 tumors in the ipsilateral brain was smaller compared to tumors caused by GFP-only transduced glioblastoma cells (*n* = 6, Fig. 5E, F). Additionally, we performed double staining of Ki67 with TUJ1 to evaluate reprogramming and aggressive proliferation of U87 cells infected with the GFP+NeuroD4 virus in vivo. We found that 90.9% of the GFP+NeuroD4 group expressed the early neuronal marker TUJ1, whereas no TUJ1+ cells were observed in the brains of the control GFP group (Fig. 5G–I). Approximately 60% of control GFP-expressing U87 cells stained positive for Ki67, while less than 10% of NeuroD4-expressing U87 cells were Ki67+ (Fig. 5G–I). Furthermore, we observed 6.3% of GFAP+ Ki67+ cells in the GFP+NeuroD4 group, but we did not detect SOX2, SOX10, and OLIG2 (Supplementary Fig. S2A–F) in the xenograft. Low-power photographs of the entire brain are shown in Supplementary Fig. S2G.

These findings collectively demonstrate that the single transcription factor NeuroD4 can reprogram human glioblastoma cells into terminally differentiated neuron-like cells in the brains of nude mice, leading to the inhibition of aggressive glioblastoma proliferation.

### Ferrostatin-1 inhibits the NeuroD4-mediated reprogramming

To investigate the mechanism underlying NeuroD4-induced reprogramming and inhibition of cell proliferation, we employed inhibitors to block ferroptosis (ferrostatin-1, 10 µM), autophagy (3-MA, 100 µM), apoptosis (NSC 15364, 50 µM), and pyroptosis (Z-VAD-FMK, 20 µM) during the transition to C2 medium. In NeuroD4 virus-infected U251 cells, the ferrostatin-1 group showed minimal expression of TUJ1 seven days after infection. However, the other inhibitor groups, as well as the DMSO group, exhibited a TUJ1 positive rate of over 80%, with no significant difference (Fig. 6A, B). These results indicate that ferrostatin-1 can suppress NeuroD4-mediated neuronal reprogramming in glioblastoma. Additionally, at 5 dpi, we assessed the expression of BCL-2 and BAX proteins in all groups via western blot to determine if the inhibitors used here affect cell death. However, no significant differences were observed in BCL-2 and BAX protein expression between the DMSO group and other inhibitor groups (Supplementary Fig. S2H–J), suggesting that the inhibitors employed did not affect apoptosis.

**Fig. 6:**
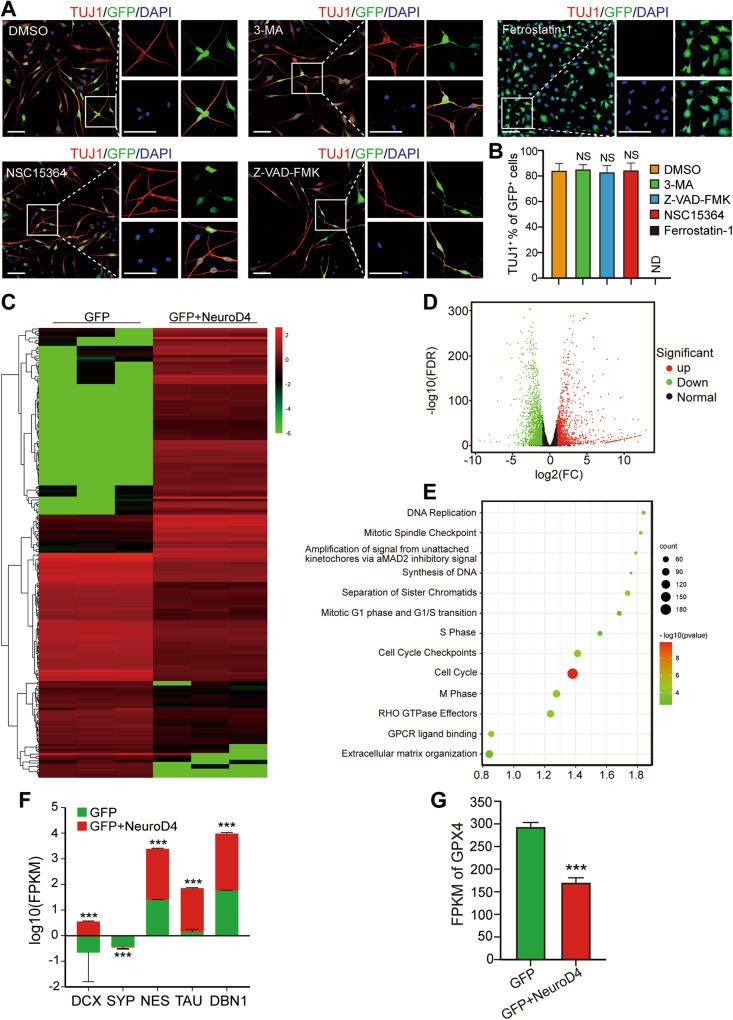
Screening of drugs for inhibiting cell death and analysis of RNA sequencing. **A**, **B** TUJ1 detection at 7 dpi revealed the reprogramming efficiency of GFP+NeuroD4 lentivirus infected U251 cells treated with four cell death inhibitors and quantitative analysis (9 random fields from triplicate samples were captured for quantification). **C** A heatmap shows the expression of 200 distinct genes in GFP and GFP+NeuroD4 U251 cells (*n* = 3). **D**, **E** The volcano map and pathway enrichment analysis of distinct expression genes between GFP and GFP+ NeuroD4 U251 cells. **F** The log10 (FPKM) value of neuronal markers in glioblastoma cell reprogramming (*n* = 3). **G** The FPKM of GPX4 between GFP and GFP+ NeuroD4 U251 cells (*n* = 3). The data are presented as mean ± SD. ***P < 0.001 by student’s *t*-test. Dpi days post infection. NS no significance. ND not detected. Scale: 100 µm.

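U251 cells, a human glioblastoma line, were infected with GFP or GFP+NeuroD4 lentivirus, and their RNA was sequenced at 5 dpi from 3 libraries in each group. The sources used here do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The authors deposited FPKM values for 21526 named features and, for the 3305 genes they called, read counts, a log2 fold change and an FDR. The submitters' processing notes name HISAT2 and GRCh38, and the counting tool and the test are not given in the sources used here. Counts over the called genes ranged from 6861845 to 7253290 (median 6945678) per library in the GFP group and from 5863363 to 6433718 (median 6431956) in the GFP+NeuroD4 group. The depth of all genes was estimated from the ratio of counts to FPKM, at 30910000 to 32900000 fragments (median 31660000) in the GFP group and 34270000 to 38370000 (median 37540000) in the GFP+NeuroD4 group. Transcripts encoded by mitochondrial DNA took 15.2% ± 0.247 (SD, n = 3) of the FPKM in the GFP group and 17.9% ± 0.657 (SD, n = 3) in the GFP+NeuroD4 group. The FPKM of a library summed to a median of 415888 in the GFP group and 369656 in the GFP+NeuroD4 group. A share of the FPKM can therefore rise without a like rise in FPKM. Correlations of log2 values were 0.976 to 0.985 between libraries of one group and 0.894 to 0.901 between libraries of different groups. The groups were compared with limma on log2(FPKM + 0.1) over the 14875 features with a mean FPKM of at least 0.1. Fold changes are on that scale, which understates the change of low genes. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01, and the counts of changed genes also required a fold above 2. Exact permutation tests of 3 against 3 libraries, two-sided, cannot give a p below 0.1.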

To further elucidate the mechanism by which NeuroD4 overexpression affects glioblastoma cell reprogramming, we isolated total RNA from U251 cells infected with GFP and GFP+NeuroD4 viruses, five days after infection, for sequencing. A total of 3305 genes exhibited differential expression between the GFP and GFP+NeuroD4 groups, with 1515 genes upregulated and 1790 genes downregulated. 

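Of the 14875 features tested, 1918 were higher and 1382 were lower in the GFP+NeuroD4 group, 3300 in all, from limma at an adjusted p under 0.01 and a fold above 2. Higher genes made up 58.1% of these calls. Without the fold minimum, which the counts of list members below do not use, 4826 features were higher and 3095 were lower. The groups' values did not overlap for 69.5% of the features, where chance gives 10%. The called genes included markers of both cell states: the synaptic vesicle fusion gene SNAP25 rose from 4.02 ± 0.421 to 133 ± 4.66 FPKM (SD, n = 3 per group), and the proliferation marker MKI67 fell from 13.3 ± 1.08 to 3.13 ± 0.146 FPKM (SD, n = 3 per group). Of the 3305 genes in the authors' deposited table, 3288 were tested, and 2694 were called here in the same direction, 1390 of them higher and 1304 lower. A further 606 features were called here and are not in that table.

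The split between higher and lower calls moved with the scaling. Centring each library on its median moved the median of all features by 0.22 (log2) and gave 1289 higher and 1947 lower features, a share of 39.8% higher, and rescaling to TPM gave 2645 higher and 1114 lower. The fold changes also followed gene properties: across 11360 genes with a mean FPKM of at least 1, Spearman's rho of the log2 fold change was -0.44 with GC content and 0.35 with transcript length, where genes are not independent replicates. Over the 13419 genes with both values, 1739 were higher and 1339 were lower without a correction, and 1027 were higher and 1336 were lower after a correction of each library for both, chosen after seeing the data.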

We extracted the log10 (FPKM) values of the 3305 genes with significant differences (Fold Change > 2) and plotted the top 100 upregulated and 100 downregulated genes in a heatmap, revealing substantial changes in the cell transcriptome (Fig. 6C). Additionally, we created a volcano plot to visualize the changes in transcriptome between the GFP and GFP+NeuroD4 groups. 

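The largest increases among named genes, each with separate groups and at least 1 FPKM in the higher group, included a receptor subunit, a transcription factor and a kinase subunit. CHRNA1, a nicotinic acetylcholine receptor subunit best known from muscle, had a mean of 0.00638 ± 0.0111 FPKM in the GFP group and 93.2 ± 5.14 FPKM in the GFP+NeuroD4 group (SD, n = 3 each), a log2 fold change of 9.78 (standard error 0.123, adjusted p = 1.9e-08 from limma). The authors' deposited table gives CHRNA1 2 reads in the GFP group, a ratio at the estimated depths of 8945 (95% counting interval 2476 to 73870). NHLH1, a neuronal basic helix-loop-helix transcription factor, rose from 0.0128 ± 0.0221 to 66.1 ± 3.98 FPKM. CAMK2B, a subunit of a calcium-dependent kinase of synapses, rose from 0.0747 ± 0.0207 to 24.4 ± 2.06 FPKM. CUZD1 had 0 reads in the GFP group and was at least 961-fold higher in the GFP+NeuroD4 group against a floor of 3 counts over that group. FNDC5, MYCL, HSD11B2, APCDD1 and IGDCC3 were also among the 10 largest increases, with log2 fold changes of 8.42, 8.20, 7.71, 7.59 and 7.12 and adjusted p values from limma of 1.9e-08 to 9.27e-07.

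The largest decreases included genes of the mesenchymal and matrix lists. CEBPD, a C/EBP transcription factor, fell from 134 ± 15.8 to 1.15 ± 0.467 FPKM (log2 fold change -6.83, standard error 0.276, adjusted p = 6.72e-07 from limma). ITGB4, an integrin subunit, fell from 62.1 ± 5.03 to 1.18 ± 0.267 FPKM, and ABCC3, an efflux transporter, from 30.1 ± 4.33 to 0.315 ± 0.0955 FPKM. The potassium channel genes KCNN4 and KCNK2, the WNT inhibitor gene DKK1, the collagen gene COL14A1, DBNDD2 and DHRS3 had log2 fold changes between -5.50 and -4.18, each with an adjusted p from limma under the threshold. The noncoding RNA AC136475.9 had the lowest log2 fold change, -6.95 (standard error 1.34, adjusted p = 0.00222 from limma), and varied widely within the GFP group (48.7 ± 28.2 FPKM). Its call was lost without the mean-variance trend (adjusted p = 0.0105) and without GFP replicate 1 (0.0114), GFP replicate 3 (0.0113) or GFP+NeuroD4 replicate 2 (0.011), all from limma, and with DESeq2 on the read counts (0.0323).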

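By size, 530 features were more than 4-fold higher in the GFP+NeuroD4 group and 420 were more than 4-fold lower at an adjusted p under 0.01 from limma. At more than 8-fold there were 220 higher and 91 lower features, and at more than 32-fold there were 56 higher and 6 lower. A limma test against a fold of 2, in place of a minimum on the estimate, called 610 higher and 585 lower features.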

Pathway enrichment analysis using Reactome (v78) identified critical genes and revealed enrichment in DNA replication, the mitotic spindle checkpoint, the cell cycle pathway, and high expression of neuronal development markers such as DCX, SYP, NES, TAU, and DBN1 (Fig. 6D–F). These findings align with the observation of glioblastoma cells undergoing transformation into neuron-like differentiated cells. 

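Genes of DNA replication and mitosis fell together in the GFP+NeuroD4 group. Of 47 measured genes of DNA replication, 39 were lower, 1 was higher and 7 did not pass the test (40 lower and 1 higher when adjusted over the list alone). TYMS, which makes thymidylate, fell from 114 ± 12.4 to 10.4 ± 0.876 FPKM (SD, n = 3 per group), and RRM2, a subunit of ribonucleotide reductase, from 51.4 ± 4.35 to 6.04 ± 0.357 FPKM. Of 39 genes of the mitotic spindle checkpoint and kinetochore, 32 were lower, 1 was higher and 6 did not pass (the same counts when adjusted over the list alone). CDC20, the target of the checkpoint, fell from 36.2 ± 3.18 to 4.5 ± 0.173 FPKM, and AURKB, a mitotic kinase, from 34.7 ± 4.57 to 4.35 ± 0.274 FPKM. All 39 measured genes of mitosis and cytokinesis were lower, also when adjusted over the list alone. The topoisomerase gene TOP2A fell from 64 ± 6.76 to 13.9 ± 0.927 FPKM. The ubiquitin-conjugating enzyme gene UBE2C fell from 54.6 ± 7.68 to 8.08 ± 0.776 FPKM. The 1 higher gene of the DNA replication list did not pass when any 1 library except GFP+NeuroD4 replicate 2 was left out. That of the spindle list did not pass when any 1 except GFP+NeuroD4 replicate 1 was left out. Neither passed under median centring, quantile normalization, a replicate block, eBayes without trend or the correction for GC content and length. Under TPM 3 genes of the spindle list were higher and 30 were lower.

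Against all other genes, limma's camera test with a preset correlation of 0.01 gave adjusted p values over 37 lists of 2.19e-13 for DNA replication, 2.13e-12 for the spindle checkpoint and kinetochore and 1.62e-18 for mitosis and cytokinesis. With an estimated correlation the adjusted p values were 0.17, 0.16 and 0.17, so none of these 3 calls held in that test. Members lower by more than 2-fold were over-represented in all 3 lists, with 23 genes of DNA replication where 4.37 were expected (Fisher's exact test, one-sided, adjusted p = 6.69e-11), 29 of the spindle list (expected 3.62, adjusted p = 8.47e-21 from the same exact test) and 33 of the mitosis list (expected 3.62, adjusted p = 8.63e-27 from the same exact test). The exact test treats genes as independent, so it does not restore the calls lost with an estimated correlation. In other splits of the 6 libraries into groups of 3, between 10 and 18 of the 37 lists passed camera with the preset correlation. In the real split 21 passed. Each of the other splits mixes libraries of both conditions and keeps part of their difference, so its count is not a chance rate.

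Of the 7 neuronal markers that the paper names, 6 were higher and 1 was lower, also when adjusted over the list alone, and since the study chose them on these samples or for this cell state the count is not independent evidence of direction (camera adjusted p = 0.013, and adjusted p = 0.246 with an estimated correlation). DCX, a microtubule protein of immature neurons, lies on chromosome X of GRCh38 from 111293779 to 111412429. It had 4, 0 and 0 reads in the GFP libraries and 1079, 1289 and 1315 reads in the GFP+NeuroD4 libraries of the authors' deposited table, and its log2 fold change was 5.17 (standard error 0.21, adjusted p = 6.99e-07 from limma). MAPT, which encodes TAU, rose from 1.44 ± 0.334 to 50 ± 3.26 FPKM (log2 fold change 5.04, standard error 0.147, adjusted p = 1.96e-07 from limma). NES, an intermediate filament gene of neural progenitors, rose from 24.7 ± 1.13 to 100.4 ± 5.79 FPKM (log2 fold change 2.02, standard error 0.0636, adjusted p = 2.36e-07 from limma). DBN1, an actin-binding protein of dendritic spines, rose from 57.9 ± 1.63 to 168 ± 20 FPKM (log2 fold change 1.53, standard error 0.0837, adjusted p = 2.9e-06 from limma). SYP, a synaptic vesicle protein, was low in both groups, at 0.383 ± 0.0919 and 0.927 ± 0.0783 FPKM (log2 fold change 1.10, standard error 0.23, adjusted p = 0.00332 from limma). Each of these 5 genes was higher in 3 of 3 GFP+NeuroD4 libraries than in any GFP library (exact permutation test, p = 0.1, the smallest possible). The call of SYP was lost under median centring (adjusted p = 0.0104), quantile normalization (0.0205) and a replicate block (0.0114), and without GFP replicate 2 (0.0128), GFP replicate 3 (0.0123), GFP+NeuroD4 replicate 1 (0.0108) or GFP+NeuroD4 replicate 2 (0.0145), all from limma. TUBB3, which encodes TUJ1, was the marker that was lower, at 104 ± 4.97 and 81.4 ± 4.83 FPKM (log2 fold change -0.35, adjusted p = 0.00151 from limma), a call lost after rescaling to TPM (adjusted p = 0.0361) and quantile normalization (0.12). After correction for GC content and length, chosen after seeing the data, TUBB3 had a log2 fold change of 0.11 (adjusted p = 0.124 from limma).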

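Most measured genes of the proneural, synapse and ion channel lists were higher in the GFP+NeuroD4 group, and most of the mesenchymal and matrix lists were lower. The first 3 lists hold 46, 42 and 41 genes, and the minimum on the mean FPKM left 14, 27 and 18 of them, which a gene that rises from near 0 passes more easily than one that stays low. Of the 14 measured genes of the proneural transcription factor cascade, 10 were higher, 1 (HES6, a HES family member) was lower and 3 did not pass the test. RCOR2, a corepressor, rose from 0.122 ± 0.0513 to 20.6 ± 2.06 FPKM, EBF1 from 2.4 ± 0.17 to 17.9 ± 0.807 FPKM and SOX4 from 47.6 ± 2.77 to 199 ± 5.87 FPKM (SD, n = 3 per group). Of 27 genes of synapses and neurotransmitter release, 17 were higher, 2 were lower and 8 did not pass, with a rise of the calcium sensor gene SYT1 (6.5 ± 0.474 to 35 ± 2.39 FPKM) and falls of SV2A and CADPS2. Of 18 neuronal ion channels and receptors, 10 were higher, 1 (SCN9A) was lower and 7 did not pass, with SCN8A rising from 0.729 ± 0.0661 to 5.02 ± 1.00 FPKM and the kainate receptor gene GRIK2 from 5.1 ± 0.524 to 19.8 ± 0.281 FPKM. The lower call of SCN9A was lost when GFP replicate 1, 2 or 3 was left out or with a replicate block. After the correction for GC content and length 2 ion channel genes were lower, and with a mean FPKM of at least 1 there were 5 higher and none lower. That of HES6 was lost without GFP replicate 2 or 3 or GFP+NeuroD4 replicate 2 or 3. It was also lost with no filter on low values, TPM, eBayes without trend, a replicate block or the correction. The 2 lower synapse genes became 4 under median centring and quantile normalization and 0 under TPM. There was 1 with no filter on low values, with a replicate block, and without GFP replicate 1, 2 or 3 or GFP+NeuroD4 replicate 2. Adjusted over the list alone, the counts were 10 and 1, 17 and 3, and 10 and 1. The camera adjusted p values were 0.00472, 0.00472 and 0.0241 with limma's preset correlation, and adjusted p = 0.17, 0.141 and 0.172 with an estimated correlation. Members higher by more than 2-fold were over-represented in the proneural list (9 where 1.81 were expected, one-sided Fisher's exact test, adjusted p = 1.11e-04). The synapse list had 11 where 3.48 were expected (adjusted p = 0.00211 from the same exact test, and 0.162 with a pseudocount of 1). The ion channel list had 10 where 2.32 were expected (adjusted p = 1.87e-04 from the same exact test). These exact tests also treat genes as independent. The ion channel call of camera was lost with no filter on low values (adjusted p = 0.0967) and after rescaling to TPM (0.0713).

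Neuronal cytoskeleton and axon growth went both ways: 15 of 29 genes were higher, 10 were lower and 4 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.514). By more than 2-fold, 10 were higher where 3.74 were expected (one-sided Fisher's exact test, adjusted p = 0.012) and 4 were lower where 2.69 were expected (adjusted p = 0.743 from the same exact test). GAP43 of growth cones rose from 0.134 ± 0.116 to 3.06 ± 0.462 FPKM, and the RNA-binding protein gene ELAVL4, with 0 reads in the GFP group, was at least 215-fold higher against a floor of 3 counts over the group. NEFL, the light neurofilament gene, fell from 90.6 ± 5.78 to 20.9 ± 1.27 FPKM, and UCHL1 from 428 ± 23.3 to 274 ± 11 FPKM. MAP2 rose from 31.6 ± 2.3 to 51.9 ± 1.86 FPKM (log2 fold change 0.71, adjusted p = 4.47e-05 from limma), a call that ended after the correction for GC content and length (log2 fold change 0.04, adjusted p = 0.609 from limma). Of 3 measured genes of neurotransmitter identity, 1 was higher (SLC17A7, the vesicular glutamate transporter gene, 0.00963 ± 0.0167 to 2.75 ± 0.356 FPKM), none was lower and 2 did not pass (1 and 0 when adjusted over the list alone; 1 lower under quantile normalization; camera adjusted p = 0.928).

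Among glial lists, 8 of 21 astrocyte and radial glia markers were higher, 7 were lower and 6 did not pass (8 and 7 when adjusted over the list alone; camera adjusted p = 0.50). The transcription factor gene NFIA rose from 3.36 ± 0.137 to 26.9 ± 0.848 FPKM, while the stem cell factor gene SOX2 fell from 141 ± 0.747 to 82.8 ± 2.77 FPKM and VIM from 2205 ± 118 to 842 ± 39.6 FPKM. GFAP, the astrocyte filament gene, was at 0.167 ± 0.0878 and 0.157 ± 0.0883 FPKM (log2 fold change -0.08, adjusted p = 0.889 from limma). Of 3 measured oligodendrocyte lineage markers, PDGFRA was higher, CNP was lower and 1 did not pass, also when adjusted over the list alone (2 higher with no filter on low values; camera adjusted p = 0.94), and SOX10 and OLIG2 had a mean FPKM of 0.0148 and 0.0238, under the minimum for the test. Of 26 mesenchymal glioma markers, 23 were lower, none was higher and 3 did not pass (24 and 0 when adjusted over the list alone), with PLAUR falling from 52.9 ± 4.79 to 3.05 ± 0.549 FPKM. This was the list whose camera call (adjusted p = 2.19e-13) held with an estimated correlation (adjusted p = 0.0368), and with an estimated correlation after the correction for GC content and length it ended (adjusted p = 0.123). Of 46 collagens, integrins and extracellular matrix genes, 35 were lower, 3 were higher and 8 did not pass (36 and 3 when adjusted over the list alone; camera adjusted p = 1.83e-11, and adjusted p = 0.141 with an estimated correlation).

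From the pathway enrichment and the high expression of neuronal development markers, the paper reasons that the transcriptome fits its observation of glioblastoma cells turning into neuron-like differentiated cells.

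**Figure D1:**
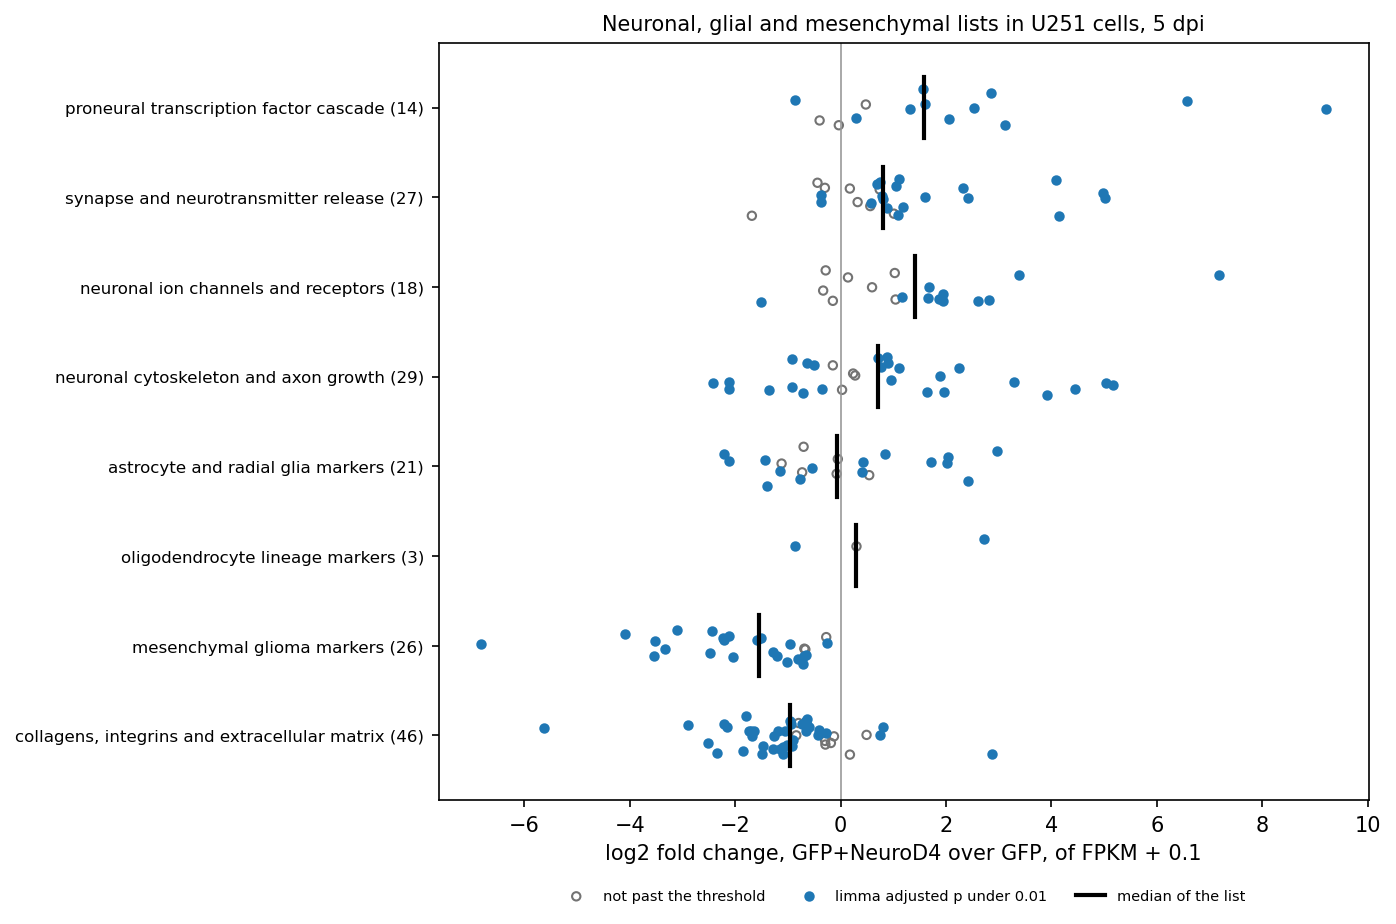
Log2 fold change of FPKM + 0.1, GFP+NeuroD4 over GFP, for each measured gene of 8 lists, with the number of genes in brackets. Filled points passed limma at an adjusted p under 0.01, open points did not, and black bars are list medians, which are 1.59 for the proneural list and -1.54 for the mesenchymal list (0.91 and -1.24 after correction for GC content and length).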

Notably, the mRNA expression of GPX4, which provides protection against overoxidation and prevents cells from undergoing ferroptosis, exhibited a significant decrease in NeuroD4-overexpressing glioblastoma cells (Fig. 6G).

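GPX4 (ENSG00000167468), a selenoprotein that reduces lipid hydroperoxides, was lower in the GFP+NeuroD4 group. Its mean was 293.9 ± 9.32 FPKM (SD, n = 3) in the GFP group and 170.7 ± 10.3 FPKM (SD, n = 3) in the GFP+NeuroD4 group, 1.72-fold higher in the GFP group. The gene lies on chromosome 19 of GRCh38 from 1103926 to 1106791. The log2 fold change was -0.78 (standard error 0.0608, adjusted p = 1.6e-05 from limma), and all 3 GFP+NeuroD4 libraries lay below all GFP libraries (exact permutation test, p = 0.1, the smallest possible). After correction of each library for GC content and transcript length, chosen after seeing the data, the log2 fold change was -0.11 (standard error 0.0896, adjusted p = 0.301 from limma), and the call ended. The 200 genes closest to GPX4 in GC content, length and level had a median log2 fold change of -0.64, and 40% of them were lower than GPX4. Among 200 genes matched on level alone the median was -0.36, and 24.5% were lower than GPX4. Every library of a group shares its condition, so the trend with GC content and length may be technical or biological.

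Other genes of ferroptosis defence also fell. Of 20 measured genes, 11 were lower (GPX4 included), 1 (MBOAT2) was higher and 8 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 1.53e-04, and adjusted p = 0.124 with an estimated correlation). The iron storage genes FTH1 and FTL fell from 2558 ± 275 to 780.5 ± 58.7 FPKM and from 2914 ± 244 to 771 ± 55.7 FPKM. SCD, which makes monounsaturated fatty acids, fell from 322 ± 8.22 to 66.5 ± 2.5 FPKM, and the heat shock protein gene HSPB1 from 336 ± 13.8 to 62.1 ± 1.91 FPKM. After the correction for GC content and length, 13 of these genes were lower and none was higher, and under TPM 10 were lower and 3 were higher. SLC3A2, the partner of SLC7A11 in the cystine transporter, fell from 238 ± 13.2 to 83.4 ± 2.02 FPKM (log2 fold change -1.51, adjusted p = 4.69e-07 from limma). SLC7A11 itself was at 11.2 ± 1.14 and 12.6 ± 1.12 FPKM (log2 fold change 0.17, standard error 0.101, adjusted p = 0.17 from limma), with -0.05 (adjusted p = 0.674) under median centring and -0.62 (adjusted p = 3.41e-04) after the correction for GC content and length, both from limma.

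Of 18 genes that promote ferroptosis, 6 were lower, 2 were higher and 10 did not pass (6 and 2 when adjusted over the list alone; camera adjusted p = 0.154, and 0.0477 under median centring). The 2 higher became 4 under TPM, 5 under quantile normalization, 0 under median centring, and 1 under eBayes without trend and after the correction. There was also 1 without GFP replicate 1, GFP replicate 2 or GFP+NeuroD4 replicate 1. The iron uptake genes TFRC and STEAP3 fell from 48.5 ± 3.23 to 12.6 ± 0.45 FPKM and from 2.89 ± 0.433 to 0.495 ± 0.163 FPKM. ACSL4, which builds polyunsaturated phospholipid precursors, was at 43.3 ± 3.27 and 49.1 ± 1.42 FPKM (adjusted p = 0.0406 from limma). Of 33 genes of glutathione synthesis and peroxide removal, 23 were lower, 2 were higher and 8 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 2.07e-06, and adjusted p = 0.141 with an estimated correlation). MGST1 fell from 290 ± 11.6 to 52.7 ± 7.11 FPKM and GSS, glutathione synthetase, from 35.6 ± 1.91 to 24.6 ± 1.81 FPKM. Of 19 selenoproteins, 8 were lower, 2 were higher and 9 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.00795, adjusted p = 0.17 with an estimated correlation and 0.0999 after the correction for GC content and length). Only 1 selenoprotein was higher under median centring, quantile normalization and the correction for GC content and length, and without GFP replicate 1, GFP replicate 2 or GFP+NeuroD4 replicate 2.

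**Figure D2:**
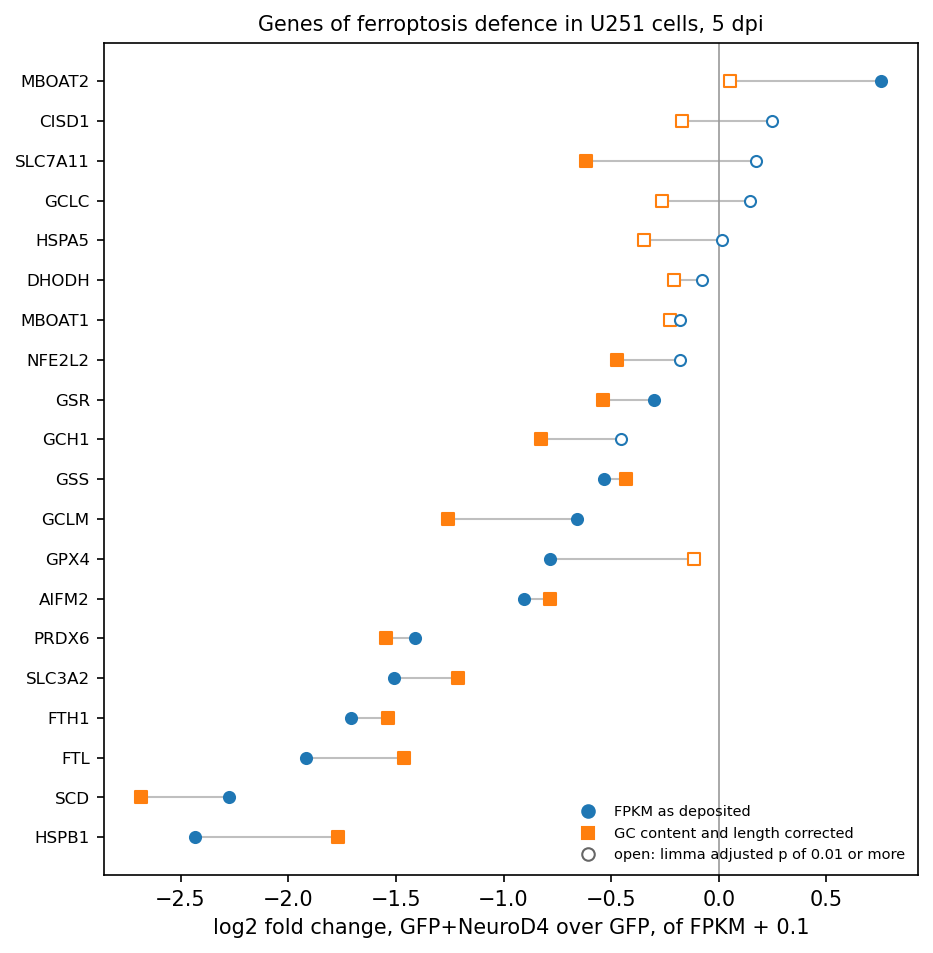
Log2 fold change of FPKM + 0.1, GFP+NeuroD4 over GFP, for 20 genes of ferroptosis defence, from FPKM as deposited (circles) and after correction for GC content and length (squares). Filled symbols passed limma at an adjusted p under 0.01. GPX4 moves from -0.78 to -0.11 and SLC7A11 from 0.17 to -0.62.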

### Blocking the SLC7A11-GSH-GPX4 antioxidant axis promotes reprogramming caused by NeuroD4

Glutathione peroxidase 4 (GPX4), also known as phospholipid hydroperoxide glutathione peroxidase PHGPx, is an intracellular antioxidant enzyme that directly reduces peroxidized phospholipids in the cell membrane [25]. The SLC7A11-glutathione-GPX4 axis, which is part of the antioxidant system, plays a crucial role in preventing lipid peroxidation-mediated ferroptosis [26]. In our experiments, we utilized the U251 cell line for further investigation. At 5 dpi, we labeled the cells with dihydroethidium and measured the fluorescence intensity of reactive oxygen species (ROS) using flow cytometry. Compared to the GFP group, the GFP+NeuroD4 group showed a significant rightward shift in the peak of the PE channel and an increase in fluorescence intensity (Fig. 7A, B), indicating the accumulation of ROS in glioblastoma cells following NeuroD4 overexpression.

**Fig. 7:**
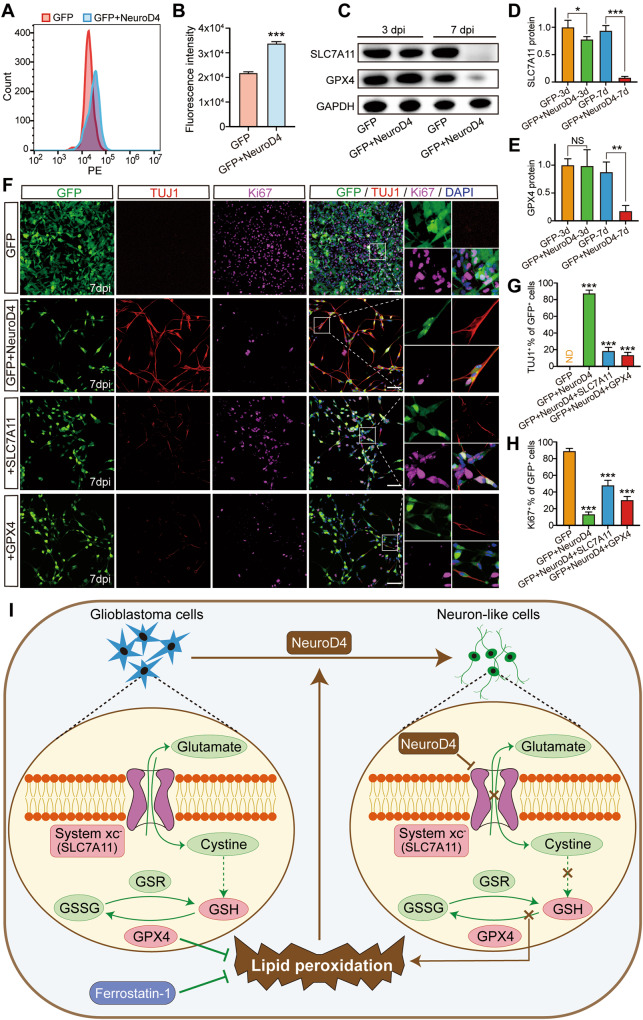
SLC7A11-GSH-GPX4 antioxidant axis is a key in NeuroD4-mediated neuronal reprogramming. **A**, **B** The fluorescence intensity of Reactive oxygen species (ROS) was detected by flow cytometry at 5 dpi. **C**–**E** Western blot analysis of SLC7A11 and GPX4 protein in U251 cells infected with GFP and GFP+NeuroD4 virus at 3 and 7 dpi. (*n* = 3). **F**–**H** Ki67 and TUJ1 staining revealed the reprogramming efficiency of particular lentiviruses-infected U251 cells at 14 dpi (9 random fields from triplicate samples were captured for quantification). **I** Pathways involved in NeuroD4-induced reprogramming. GSR glutathione-disulfide reductase. GSSG glutathione oxidized. The data are presented as mean ± SD. *P < 0.01, **P < 0.005, ***P < 0.001 by student’s *t*-test. Dpi days post infection. NS no significance. ND not detected. Scale: 100 µm.

As shown in Fig. 7C–E, the protein expression of SLC7A11 and GPX4 decreased significantly in the GFP+NeuroD4 group at 7 dpi. To investigate whether SLC7A11 and GPX4 inhibit NeuroD4-mediated neuronal reprogramming in glioblastoma cells, we co-overexpressed SLC7A11 and GPX4 along with NeuroD4 (Supplementary Fig. S1H–K). At 7 dpi, the TUJ1+ rate in the GFP+NeuroD4 + SLC7A11 group and the GFP+NeuroD4 + GPX4 group decreased from 87.6% to 18.4% and 13.6%, respectively, while the Ki67+ rate increased from 13.3% to 48.1% and 30.3%, respectively, compared to the GFP+NeuroD4 group (Fig. 7F–H). These findings suggest that overexpression of SLC7A11 and GPX4 inhibits NeuroD4-mediated neuronal reprogramming in glioblastoma cells. Based on these results, we can conclude that induced ferroptosis generally promotes NeuroD4-mediated reprogramming through the SLC7A11-GSH-GPX4 antioxidant axis (Fig. 7I).

## Discussion

The use of reprogramming technology to transform tumor cells into terminally differentiated cells presents a promising strategy for tumor therapy [13, 19, 20]. In our study, we specifically employed NeuroD4 to reprogram a glioblastoma cell line, resulting in the conversion of these cells into neuron-like cells. In vivo experiments demonstrated that the reprogrammed glioblastoma cells underwent terminal differentiation, leading to the inhibition of proliferation and exit from the cell cycle. Additionally, NeuroD4 virus-infected xenografts exhibited smaller tumor sizes compared to the control GFP group, and the survival time of tumor-bearing mice in the GFP+NeuroD4 group was prolonged. Mechanistically, NeuroD4 overexpression significantly reduced the levels of SLC7A11 and Glutathione peroxidase 4 (GPX4), suggesting their involvement in the reprogramming process. Furthermore, the ferroptosis inhibitor ferrostatin-1 was found to effectively block the neuron reprogramming process mediated by NeuroD4 in glioblastoma.

Neurog2 and ASCL1, both basic helix loop helix (bHLH) transcription factors, have been shown to reprogram glioblastoma cells into neuron-like cells [19, 20]. NeuroD4, as a downstream transcription factor of Neurog2 and ASCL1, has the capacity to induce neuronal reprogramming of various cell types, including fibroblasts and human astrocytes [15]. NeuroD4 has also demonstrated its ability to enhance morphological and functional recovery following spinal cord injury, highlighting its role in neuroregeneration [27]. In our study, NeuroD4 successfully reprogrammed U251 and KNS89 glioblastoma cell lines into a neural differentiation state, achieving an efficiency of over 90%, which is comparable to the reprogramming efficiency achieved by overexpressing ASCL1 or knocking down PTBP1 [19, 28].

Uncontrolled cell proliferation is a hallmark of glioblastoma pathogenesis. In our study, we observed a significant inhibition of proliferation in the successfully reprogrammed malignant glioblastoma cells, aligning with our objective of delaying tumor progression through NeuroD4 overexpression. The cell cycle analysis revealed a G1 phase block in NeuroD4 virus-infected glioblastoma cells, accompanied by a substantial reduction in the mRNA expression of multiple cyclins. 

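Cyclin transcripts were lower in U251 cells of the GFP+NeuroD4 group at 5 dpi. All 8 cyclin genes that could be tested fell, also when adjusted over the list alone, and CCNB3 and CCND2 had a mean FPKM of 0.0846 and 0.00242, under the minimum for the test. The mitotic cyclin gene CCNB1 went from 61.7 ± 7.2 to 18.1 ± 0.933 FPKM (SD, n = 3 per group), CCNA2 of S and G2 phase from 18.1 ± 1.85 to 4.15 ± 0.523 FPKM, and the G1 cyclin genes CCND1 and CCND3 from 16.4 ± 0.782 to 7.15 ± 0.336 FPKM and from 55.4 ± 1.72 to 17.8 ± 0.891 FPKM. The log2 fold changes of the 8 genes ranged from -2.10 for CCNA2 to -1.13 for CCNA1, with adjusted p values from limma of 4.2e-07 to 0.00184. Since the paper chose these genes from its own qRT-PCR, the list is not an independent choice (camera adjusted p = 2.56e-05, and adjusted p = 0.124 with an estimated correlation). Relative to GAPDH, which itself fell and to which the paper normalized its qRT-PCR, the cyclins did not fall together. The ratio of the GFP+NeuroD4 group to the GFP group ran from 0.766 for CCNA2 to 1.47 for CCNA1. On that measure only CCND1 had groups that did not overlap, and it was higher (ratio 1.455). MKI67 had a log2 fold change of -2.05 (standard error 0.0935, adjusted p = 1.2e-06 from limma). Of 4 measured CDK inhibitor genes, CDKN1B and CDKN1C were higher, CDKN1A was lower and 1 did not pass (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.701), with 1 higher without GFP+NeuroD4 replicate 1. Under quantile normalization 1 was higher and 2 were lower, and under median centring 2 were lower. CDKN1B, which encodes p27, rose from 32.8 ± 2.39 to 50.1 ± 2.56 FPKM, and CDKN1A, which encodes p21, fell from 76.3 ± 5.28 to 14.4 ± 1.05 FPKM.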

RNA-seq results indicated the involvement of DNA replication, mitotic spindle checkpoint, and cell cycle pathways, further supporting the effective blockade of glioblastoma proliferation by NeuroD4-mediated neuronal reprogramming.

Recently, several signaling pathways have emerged as important regulators of neuronal reprogramming. One such pathway is the NOTCH1 signaling pathway, which has been identified as a key barrier to direct neuronal reprogramming in astrocytes [29]. In our study, we uncovered the crucial role of ferroptosis in NeuroD4-mediated neuronal reprogramming of glioblastoma. Ferroptosis is a form of iron-dependent cell death that is driven by reactive oxygen species (ROS) [30]. The role of ferroptosis in tumorigenesis is still not fully understood [31]. However, aberrant ferroptosis has been observed in various cancer types, including hepatocellular carcinoma, colorectal cancer, gastric cancer, ovarian cancer, breast cancer, and lung cancer [32–36]. The anti-tumor effects of ferroptosis have also been demonstrated in the treatment of glioma using drugs like temozolomide [37, 38]. Additionally, ferroptosis has been shown to inhibit tumor development in response to treatments with cisplatin, sorafenib, and other anti-tumor drugs in different malignancies [39–42]. Recent studies have implicated ferroptosis in cell death mechanisms in malignant brain tumors [43]. Taken together, these findings suggest that the ferroptosis pathway plays a critical role in the clinical treatment of malignant tumors, including glioblastoma.

In our research, we observed an increase in ROS levels in GFP+NeuroD4 virus-infected cells, which also promoted cell ferroptosis (Fig. 7A, B). ROS has been shown to regulate stem cell fate, and elevated ROS levels resulting from oxidative stress are crucial mediators of many cellular and developmental processes [44, 45]. Previous studies have confirmed the role of ROS in cell differentiation. For example, ROS promotes differentiation of acute promyelocytic leukemia cells [46], and ROS is involved in isoliquiritigenin-induced monocytic differentiation in human acute promyelocytic leukemia HL-60 cells [47]. ROS primarily act through various targets, including kinases and transcription factors, and exhibit diverse roles in different stages of cardiac differentiation. Endogenous ROS production in the early differentiation state suppresses endoderm differentiation through transient FOXC1 expression [48].

However, the intrinsic mechanism linking ferroptosis and reprogramming has not been fully elucidated. In our study, we found that the positive expression of SLC7A11 and GPX4, which reduce phospholipid hydroperoxide and prevent ferroptosis, was decreased in U251 glioblastoma cells (Fig. 7C–E). During the reprogramming process, NeuroD4 inhibits the function of the cystine/glutamate antiporter system xc− which includes the key subunit SLC7A11 [26]. This inhibition hinders glutamate transport into cells, resulting in decreased synthesis of glutathione (GSH), leading to the depletion of GPX4 and subsequent ferroptosis characterized by lipid peroxidation. Ultimately, this promotes the reprogramming of glioblastoma into neuron-like cells (Fig. 7H). Our findings suggest that induced ferroptosis promotes NeuroD4-mediated reprogramming through the SLC7A11-GSH-GPX4 antioxidant axis. This discovery paves the way for future mechanistic studies on reprogramming and ferroptosis.

In summary, our study provides insights into the molecular basis of NeuroD4-mediated reprogramming of glioblastoma into neuron-like cells. This breakthrough offers a new approach for anti-glioblastoma therapies. However, several challenges need to be addressed before the clinical application of reprogramming technology in glioblastoma treatment, including improving the efficiency of conversion and enhancing the specificity of viral transduction for glioblastoma targeting.

## Materials and methods

### Animals and ethics consideration

The immunodeficient nude mice used in our study were all provided by the Shanghai Charles River Experimental Animal Limited Liability Company (Shanghai, China). These animals were housed in a controlled environment with free access to food and water. Following the National Institutes of Health’s animal care and use guidelines, the Animal Ethics Committee of Wenzhou Medical University approved all experimental procedures and protocols strictly.

### Model and imaging system for a brain tumor

Nude male mice were sequentially numbered and randomly divided into two groups (*n* = 16). Three days later, the infected U87 cells (5 × 10^5^ cells in 4 µL) were stereotactically injected into the striatum of nude mice (*n* = 16) according to the injection coordinates as follows: anterior/posterior, +1.0 mm; medial/lateral, +2.0 mm; and dorsal/ventral from the skull, −3.0 mm.

We used PerkinElmer IVIS Lumina X5 (USA) in vivo imaging system to evaluate the growth of tumor mass every 7 days (*n* = 5) and recorded the natural death date for survival analysis (*n* = 10). Moreover, IHF samples were taken 28 days after transplantation. Tumor sizes were quantified from 10 representative 10-μm-thick serial coronal brain sections. All measurements and observations were performed by a blinded researcher.

### Cell culture

HEK-293T cells and human glioblastoma cells (U251, U87, and KNS89) were grown in Dulbecco’s Modified Eagle Medium (DMEM) (11995040, Gibco, USA) containing 10% fetal bovine serum (FBS) (10099141, Gibco, USA) and 1% penicillin/streptomycin (15140122, Gibco, USA). U251, U87, and KNS89 cells were the fourth passage cells when infected with GFP and GFP+NeuroD4 viruses. After coating with matrigel (354234, BD, USA), Confocal laser scanning microscopy-compatible 24-well plates with ultra-thin bottoms (P24-1.5H-N, Cellvis, USA) were used to cultivate glioblastoma cells. Two days after infection with the virus packed in HEK-293T, neuronal induction medium consists of DMEM, F12, and neurobasal (2:2:1, 11995040, 11765054, 21103049, Gibco, USA), N2 (17502001, Gibco, USA), B27 (17504044, Gibco, USA), forskolin (10 µM, S2449, Selleck, USA), and dorsomorphin (1 µM, S7840, Selleck, USA) was used to cultivate these cells until the end of reprogramming. We utilized ferrostatin-1 (10 µM, HY-100579, MCE, USA) to inhibit cell ferroptosis, 3-MA to inhibit autophagy (100 µM, HY-19312, MCE, USA), NSC 15364 (50 µM, HY-108937, MCE, USA) to inhibit apoptosis and Z-VAD-FMK (20 µM, HY-16658B, MCE, USA) from inhibiting pyroptosis. To induce and block ferroptosis, erastin (10 µM, HY-15763) and ferrostatin-1 (10 µM, HY-100579) acquired from MCE (USA) were employed. The induction medium was changed every other day during the reprogramming process.

### Plasmid assembly and lentiviral packaging

FLAG tagged NeuroD4, SLC7A11, GPX4 plasmid started by CMV promoter and control vector were provided by Youze Biology (China). The NeuroD4 lentivirus encodes a human variant and GFP encoded by NeuroD4 lentivirus was used to visualize virus-infected cells. The lentiviral vectors and packaging plasmids (pMDL, VSV-G, and pRSV) were then transfected into HEK-293T cells, and the media were replaced after 16 h. After 24 and 48 h, virus media was collected, filtered, and supplemented with 10 ng/mL polybrene (TR-1003-G, Milipore, USA), and glioblastoma cell lines were infected. Unaware operators used these viruses to interfere with the overexpression of NeuroD4-induced reprogramming, followed by ICF staining.

### Western blot analysis

We collected U251 cells and tissue samples and used RIPA lysis buffer (89900, Thermo Fisher Scientific, USA) to extract total proteins. Then measured them using a bicinchoninic acid (BCA) Protein Assay Kit (23227, Thermo Fisher Scientific, USA). Sodium dodecyl sulfate-polyacrylamide gel electrophoresis separated the protein samples (*n* = 3), followed by their transfer onto polyvinylidene fluoride membranes. After 2 h of blocking in 5% non-fat milk, membranes were probed overnight at 4 °C with primary antibodies against FLAG (66008-4-Ig, proteintech, China, 1:5000), BAX (50599-2-Ig, proteintech, China, 1:2000), BCL-2 (68103-1-Ig, proteintech, China, 1:2000), GPX4 (ab125066 abcam, USA, 1:1000); SLC7A11 (DF12509, Affinity, USA, 1:1000), GAPDH (AF7021, Affinity, USA, 1:1000), and 2 h of secondary antibody (PR30011/PR30012, proteintech, China, 1:5000) incubation. Proteins were visualized by enhanced chemiluminescence (MA0186, Meilunbio, China) on a ChemiDoc camera (Bio-Rad), and protein expression levels were quantified using the ImageJ software (v1.8.0). Full and uncropped western blots are presented in Supplemental File.

### Real-time quantitative PCR (qRT-PCR)

Total RNA was extracted by TRIzol reagent (15596018, Thermo Fisher Scientific, USA). Then 2 μg RNA per sample (*n* = 3) was converted to cDNA using Revert Aid First Strand cDNA Synthesis Kit (K1622, Thermo Fisher Scientific, USA). Primer-BLAST was used to design the primers for all target genes manufactured by Sangon Biotech (China). The primers list used in this study is reported in Supplementary Table S1. For real-time gene expression quantification, Iraq Universal SYBR Green supermix (1725124, BIO-RAD, USA) was used. The expression levels of cyclins were normalized to GAPDH and computed by the 2^–∆∆Ct^ method.

### Immunofluorescence (IF)

Brain tissues were fixed by left ventricle perfusion for immunohistochemistry with 4% paraformaldehyde in PBS. Brain tissue was then collected for dehydration, fixation, and frozen sectioning. Glioblastoma cells and brain slices were fixed for 20 min in 4% paraformaldehyde at room temperature, then incubated for 1 h in PBST (0.2% Triton X-100 in PBS) containing 5% bovine serum albumin (BSA) (ST025, Beyotime, China) solution to inhibit non-specific staining. After that, samples were incubated at 4 °C overnight with primary antibodies (TUJ1 (ab78078), MAP2 (ab96378), Ki67 (ab15580) and GFAP (ab 68428) from Abcam, USA, SOX2 (11064-1-AP), SOX10 (10422-1-AP) and OLIG2 (13999-1-AP) from Proteintech, China) and then at 37 °C for 1 h with secondary antibodies (ab150080/ab150116, Abcam, USA, 1:1000). The nuclei were counterstained with DAPI (ab285390, Abcam, USA) for 15 min. The blinded researcher used confocal laser scanning microscopy (OLYMPUS, JPN) and Image J software (v1.8.0) to scan and analyze ICF or IHF staining. Nine random fields from triplicate cell samples or 45 random fields from a series of every tenth coronal brain section of six nude mice were collected for quantification.

### Cell proliferation assays

EdU (5-ethynyl-2’-deoxyuridine) incorporation assay was performed to determine cell proliferation. Cell proliferation was detected using BeyoClickTM EdU Cell Proliferation Kit with Alexa Fluor 647 (C0081S, Beyotime, China). EdU was administered to the cell culture medium (10 μM, 2-h incubation) in advance and then tagged with Alexa Fluor 647 through a click reaction.

Time-course cell counting was used to assess glioblastoma cell growth. Briefly, glioblastoma cells were seeded in a 24-well plate (2 × 10^4^ cells/well). The cell numbers were counted by a blinded researcher at 0, 1, 3, 5, 7, 14, and 21 days after infection with lentivirus.

### Flow cytometry

Glioblastoma cells were seeded in six-well plates (1 × 10^5^ cells/well) to 5 dpi. We used PI dye (CA1510, Solarbio, China) for the cell cycle analysis of U251, U87, and KNS89 cells, and dihydroethidium (S0063, Beyotime, China) for the ROS analysis of U251 cells 30 min before flow cytometry detection. Then, the fluorescence intensity was recorded by Cytoflex LX (Beckman Coulter, USA), and the data were analyzed using FlowJo software (v10.4.0).

### RNA sequencing (RNA-seq)

The raw data from Illumina HiSeq sequencing was filtered and compared to the reference sequence, which is the foundation of quantitative analysis of known and novel genes. Differentially expressed genes (Fold Change > 2, FDR < 0.01 in GFP vs. GFP+NeuroD4) between samples (*n* = 3) were sorted according to FDR and then excavated by STRING (v11.5). Sequencing data have been submitted to the national center for biotechnology information (NCBI) Gene Expression Omnibus under the accession number GSE210717. Furthermore, the FPKM value file is provided in the supplementary materials (Supplementary Table S2).

### Statistical analysis

All experimental data are expressed as standard deviation (SD). The statistical analysis was conducted using Graph Pad Prism software (v9.0.1). The normal distribution and difference between the two groups was determined by the student’s *t*-test. One-way analysis of variance (ANOVA) was used to compare three or more groups. The log-rank (Mantel-Cox) test was performed to compare Kaplan-Meier survival curves. *P* < 0.05 was considered statistically significant (*P < 0.01, **P < 0.005, ***P < 0.001).

### Supplementary information

Supplementary table legends

Supplementary figure legends

Supplementary Figure S1

Supplementary Figure S2

Supplementary Table S1

Supplementary Table S2

Original Western Blot Images

## Data Availability

The datasets used during the study are available from the corresponding author on request.

# Supplementary material for: NeuroD4 converts glioblastoma cells into neuron-like cells through the SLC7A11-GSH-GPX4 antioxidant axis
**Source:** Cell Death Discov. 2023 Aug 15;9:297. doi: 10.1038/s41420-023-01595-8
**Supplement:** Supplementary file 1 — Supplementary table legends

**Supplementary Tables**

**Supplementary Table S1**. Primer sequences used for qRT-PCR.

**Supplementary Table S2.** Differentially expressed genes (Fold Change > 2, FDR < 0.01 in GFP vs. GFP+NeuroD4) were listed in this table by mRNA-seq.

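For each gene that passed the authors' comparison, the authors' deposited table gives a read count and an FPKM value in each of the 6 libraries, with a log2 fold change of GFP+NeuroD4 over GFP and an FDR. It holds 1515 genes with a positive and 1790 with a negative log2 fold change, and 221 of its features carry an assembly name in place of a gene symbol. The median difference between the authors' log2 fold change and the log2 ratio of mean FPKM over its genes was -0.18. GPX4, which changed less than 2-fold, was not among the 3305 genes read from it here.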

# Supplementary material for: NeuroD4 converts glioblastoma cells into neuron-like cells through the SLC7A11-GSH-GPX4 antioxidant axis
**Source:** Cell Death Discov. 2023 Aug 15;9:297. doi: 10.1038/s41420-023-01595-8
**Supplement:** Supplementary file 2 — Supplementary figure legends

**Supplementary figures**

**Supplementary Figure S1**. The infection efficiency of infected cells and the expression of NeuroD4, SLC7A11 and GPX4 mRNA and Flag protein. (**A**, **B**, **C**, and **D**) DAPI staining of infected U251 and KNS89 cells at 3 dpi and quantitative analysis (9 random fields from triplicate samples were captured for quantification). (**E**) The NeuroD4 FPKM value of RNA sequencing in U251 cells at 5 dpi. (**F** and **G**) Western blot analysis of FLAG protein in U251, KNS89 and U87 cells infected with GFP and GFP+NeuroD4 virus at 3 dpi (n = 3). (**H** and **I**) qRT-PCR for SLC7A11 and GPX4 mRNA in U251 cells infected with vector, SLC7A11 and GPX4 virus at 3 dpi (n = 3). (**J** and **K**) Western blot analysis of FLAG protein in U251 cells infected with vector, SLC7A11 and GPX4 virus at 3dpi (n = 3). The data are presented as mean ± SD. *** P < 0.001 by student's t-test. Dpi: days post infection. ND: not detected. Scale: 200 µm.

**Supplementary Figure S2.** There are about 5% GFAP+ cells of GFP+ cells in U87-derived xenograft and the inhibitors we used don’t affects apoptosis. (**A**-**F**) Double staining of Ki67 with GFAP, TUJ1, SOX2, SOX10 and OLIG2. (**G**) The low-power photographs of the whole brain double stained with immunofluorescence. (**H**-**J**) Western blot analysis of BCL-2 and BAX protein in U251 cells which infected with GFP+NeuroD4 virus and treated with four inhibitors at 3 dpi (n = 3). Dpi: days post infection. ND: not detected. Scale: 100 µm.

# Supplementary material for: NeuroD4 converts glioblastoma cells into neuron-like cells through the SLC7A11-GSH-GPX4 antioxidant axis
**Source:** Cell Death Discov. 2023 Aug 15;9:297. doi: 10.1038/s41420-023-01595-8
**Supplement:** Supplementary file 5 — Supplementary Table S1

Supplementary Table S1. Primer sequences used for qRT-PCR.

| Gene symbol | Forward primer sequence（5'to3'） | Reverse primer sequence（5'to3'） |
| --- | --- | --- |
| GAPDH | TGACATCAAGAAGGTGGTGAAGCAG | GTGTCGCTGTTGAAGTCAGAGGAG |
| Cyclin A1 | TTGGGATGGAGACCGGCTTT | CGGGCTGCTGCTGGAA |
| Cyclin A2 | GGACCAGGAGAATATCAACCCG | AAGGGGTGCAACCCGTCTC |
| Cyclin B1 | ACCTGTGTCAGGCTTTCTCTG | CTGACTGCTTGCTCTTCCTCA |
| Cyclin B2 | CTCGGAGAGCAGTCCTAACG | CAAATCACTGGACACCGTCG |
| Cyclin B3 | TGAAAGAGAGAGAGGAACAGTTT | TCTCAAAGGACACCTGCACC |
| Cyclin D1 | CAATGACCCCGCACGATTTC | ATGAACTTCACATCTGTGGCA |
| Cyclin D2 | AGCTGTCACTCCTCATGACT | CATGGCAAACTTAAAGTCGGTG |
| Cyclin D3 | GGTTCCTGTGTCTTTCGCGG | GCTGCTCCTCACATACCCGAG |
| Cyclin E1 | CGCAGGGAGCGGGATG | CTCGCCGTCCTGTCGATTT |
| Cyclin E2 | TAGCTGGTCTGGCGAGGTTT | ATTATCTGGGCTTCTTGGGGG |
| SLC7A11 | TGTGTGGGGTCCTGTCACTA | CAGTAGCTGCAGGGCGTATT |
| GPX4 | AGCAAGATCTGCGTGAACGG | GACGGTGTCCAAACTTGGTG |

How the deposited data were processed for this re-analysis (not part of the article)

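RNA of U251 cells infected with GFP or GFP+NeuroD4 lentivirus was sequenced at 5 dpi in 3 libraries per group. Samples were assigned to groups and replicate numbers from the sample labels and the paper. The authors mapped filtered Illumina reads, and the submitters' processing notes name HISAT2 and GRCh38. The counter, the annotation and the test are not given in the sources used here, and neither is strandedness, so reads of overlapping, antisense or near-identical genes cannot be told apart.

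The authors deposited FPKM values for all genes, which are scaled for transcript length and library depth. For the 3305 genes they called, they deposited read counts, the same FPKM values, a log2 fold change and an FDR, a p-value adjusted for many tests. The table of all genes held 21526 named features and 1 row without a name, which took at most 0.000278% of a library's FPKM and was left out. The values of that row equal those of SYP in the table of called genes to within 9.99e-15, and SYP was read from that table. Of the named features, 3480 were listed at 0 in all libraries. The 1397 tested features with assembly names were kept in the counts and not named.

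Library depth was estimated from the ratio of counts to FPKM and transcript length over 2068 genes with at least 100 counts in each library, so it depends on the transcript lengths assumed. Floors for a gene without reads used 3 counts over the GFP group, and ratios for genes with 1 to 3 reads have 95% counting intervals. Both cover counting error only. FPKM values were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, no covariates) as log2(FPKM + 0.1), over 14875 features with a mean FPKM of at least 0.1 over the 6 libraries, two-sided, with Benjamini-Hochberg adjustment over all features tested. Genes passed at an adjusted p under 0.01, and counts of changed genes required a fold above 2, the thresholds in the paper's methods. For single genes an exact permutation test was run beside limma.

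Gene lists were written before the data were examined, from textbook knowledge, except the neuronal markers and the cyclins, which are the paper's own. There were 37, on DNA replication, spindle checkpoint, mitosis, cyclins, CDK inhibitors, the paper's neuronal markers, neuronal cytoskeleton, synapse, ion channels, neurotransmitter identity, proneural factors, Notch, REST, astrocyte, oligodendrocyte, microglia, endothelial, muscle and mesenchymal markers, extracellular matrix, IGF binding proteins, ferroptosis defence and promotion, glutathione, NRF2 targets, selenoproteins, the integrated stress response, p53 targets, apoptosis, pyroptosis and autophagy, interferon-stimulated genes, cholesterol synthesis, glycolysis, ribosomal proteins, mitochondrially encoded genes, the respiratory chain and housekeeping genes. Each was tested with camera (preset correlation 0.01, threshold 0.05 after adjustment over the lists), with camera at an estimated correlation and fry as checks, and with a one-sided Fisher's exact test for over-representation among genes changed by more than 2-fold, against all genes tested. Fisher's exact test treats the genes of a list as independent, so its p-values make no allowance for genes that move together. DNA replication, the spindle checkpoint, the cell cycle and GPX4 are findings of the paper in these same libraries. The lists on these topics therefore give no independent evidence for them. The paper's Reactome sets were not used here.

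The text names the genes of the paper, the 10 largest increases and 10 largest decreases among symbols with separate groups and at least 1 FPKM in the higher group, and from each list the 4 largest significant increases and decreases with a mean FPKM of at least 1 and the 2 most abundant members. ACSL4 and SCN9A were chosen after their values were seen. Some genes that the rule names are not reported singly and remain in the counts and list tests. Part of the paper's table of called genes had been seen before the rule was written.

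GC content and length came from GENCODE v29 transcripts and were known for 13419 of the tested features (90.2%). In a correction chosen after seeing the data, each library's log2 values were corrected by loess (span 0.5) against both. Stretches of 50 bases shared between TUBB3 and other genes were counted in the same transcripts.

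The tests were run on simulated data with 3 against 3 libraries. Over 14875 features, limma called 34.9% of genes changed by 0.75 (log2), 49.3% of those changed by 1 and 82.1% of those changed by 2, with 1 call among 14675 unchanged features. Far fewer genes were changed in these draws than passed in the data (4826 higher and 3095 lower), so the adjustment was stricter. The shares called are therefore not those of the real comparison. Camera called the 1 changed list and 0 of 36 unchanged lists, in data drawn without correlation between genes. With an added GC trend over 13419 genes, 27.9% of unchanged genes were called before the correction and 0.0151% after it. On the 3305 genes with counts, edgeR 4.0.16 called 96.5% and DESeq2 1.42.0 called 94% of genes changed by 1 (log2). These counts were drawn with a common spread beyond counting error for every gene and with known library scaling. The limma draws used each gene's own spread, so the shares of the count tests cannot be set against those of limma.

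The alternatives were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 1, TPM, median centring, quantile normalization, no trend, the replicate number as a block, leaving out each library, no fold minimum, a test against the fold, no assembly-named features, and edgeR's quasi-likelihood test and DESeq2 on the counts of the authors' called genes. The genes with GC content and length were also tested without the correction, an alternative chosen after seeing the data.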

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

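The tests of the GC content and length trend, of the glycolysis list and of other splits of the libraries were chosen after the results were seen. The 3 scalings were set before the data were examined, but weighed as explanations only after the results were seen, and the test of reads shared between TUBB3 and other tubulin genes was set before its result was seen.

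Genes that the paper does not discuss rose from near 0 in the GFP group to clear expression in the GFP+NeuroD4 group, in 3 of 3 libraries. CHRNA1 had a mean of 93.2 FPKM in the GFP+NeuroD4 group, NHLH1 66.1, FNDC5 104, MYCL 47.2, HSD11B2 37.6, APCDD1 68.4, CUZD1 14.6, CAMK2B 24.4 and IGDCC3 14.4, and their GFP means were between 0 and 0.259 FPKM.

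GPX4 was lower in the GFP+NeuroD4 group, with a log2 fold change of -0.78 (standard error 0.0608). Scaling of the libraries as its whole cause is argued against, since the weakest GPX4 log2 fold change over TPM, median centring and quantile normalization was -0.45 (adjusted p = 1.92e-04 from limma; 8.83e-06 to 0.301 over all its alternatives). A candidate explanation is the trend of fold change with GC content and transcript length: after its removal the log2 fold change was -0.11 (standard error 0.0896, adjusted p = 0.301 from limma), and the call ended mainly because the effect shrank, as these errors show. The lowest slope of expression against GC content in the GFP group lay 0.282 (log2 per 10 points) above the highest in the GFP+NeuroD4 group, so a technical origin of the trend and a change of transcription in the GFP+NeuroD4 cells cannot be told apart, as every library of a group shares its condition and no batch is given. Within the design, the biological explanation, a fall of GPX4 mRNA after NeuroD4 expression, stays open. The paper has other evidence on GPX4 that these mRNA values do not address. By western blot it reports less GPX4 and SLC7A11 protein at a later day. With either gene overexpressed beside NeuroD4, it reports fewer TUJ1+ and more Ki67+ cells.

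GAPDH and ACTB, which are often used as references, were lower in the GFP+NeuroD4 group, from 2930 ± 158 to 875 ± 37.2 FPKM and from 2220 ± 127 to 945 ± 20.2 FPKM (SD, n = 3 per group). The GC content and length trend as the whole cause is argued against by falls that stayed past the threshold after its removal, the smaller being -0.96 (ACTB, adjusted p = 2.97e-05 from limma), and scaling by falls that stayed past it under 3 scalings, the smallest being -0.29 (ACTB, adjusted p = 0.00548 from limma; range over its alternatives 2.3e-60 to 0.00548). A hypothesis for GAPDH, found and tested on the same data, is that glycolysis transcripts may have fallen as a group: the list without GAPDH had a median log2 fold change of -1.01 after the correction. This does not cover ACTB.

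TUBB3, which encodes TUJ1, was read at 104 ± 4.97 FPKM in the GFP group and 81.4 ± 4.83 FPKM in the GFP+NeuroD4 group (SD, n = 3 each). Stretches of 50 bases shared with 5 other tubulin genes could bring 12.9 FPKM to TUBB3 in the GFP group at even coverage, an upper value on that assumption, where the lowest library had 98.1 FPKM. This is a small part of the level and lies between the 2 bounds set in advance, the whole and 0.1 of that lowest value, so such reads are neither excluded nor enough for most of it. A read-through gene, AC092143.1, shares 79.6% of the stretches of TUBB3 and was not analysed here. A candidate explanation for the lower value in the GFP+NeuroD4 group is the GC content and length trend, after whose removal the log2 fold change was 0.11 (adjusted p = 0.124 from limma; 1.56e-04 to 0.124 over its alternatives), and no biological explanation was tested.

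The 10 splits of the 6 libraries into groups of 3 are too few for a share under 0.05. Apart from the real split, every split mixes libraries of both conditions, so their difference enters both the contrast and the spread. The counts of those splits are therefore not a chance range. The real split gave 3300 changed genes and the highest of the others 0. It gave 21 lists past camera, and the highest of the others 18; in each case 1 of the 10 splits, the real one, reached the real count.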

How the results depend on the processing

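The correction for GC content and length, and the test of the genes with these values without it, were chosen after seeing the data, and the other alternatives were set before the data were examined. The authors' own FDR was not run as an alternative, since it is given for called genes and not for all genes tested. The largest changes in number came from the fold rule, and the split between higher and lower genes turned with the scaling. The cause was not tested for any of the changes below, except where fewer genes or a different rule makes it plain. Depth limits low genes: SYP had between 25 and 94 reads per library.

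Higher genes numbered 1074 with a pseudocount of 1, 4826 with no fold minimum (lower 3095), 610 in the test against the fold (lower 585), and 1027 after the correction for GC content and length, against 1739 over the same 13419 genes without it (lower 1336 and 1339). Leaving out 1 library gave 1704 to 2079 higher and 1276 to 1355 lower genes, and a replicate block 1795 and 1314. Of the 6 libraries, 2 were closest to the library of the other group with their own number. This shows no pairing by number, and 6 libraries are too few to exclude it.

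GPX4 was at -0.11 after the correction for GC content and length, and between -0.82 and -0.73 when a library was left out. SLC7A11 was at -0.0464 under median centring and -0.62 after the correction, TUBB3 at 0.11 after it.

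With an estimated correlation, camera's adjusted p was 0.17 for DNA replication, mitosis, the proneural list, IGF binding proteins, selenoproteins and glycolysis, 0.16 for the spindle list, 0.124 for cyclins, ferroptosis defence, cholesterol synthesis and housekeeping genes, 0.141 for the synapse, matrix and glutathione lists, 0.246 for the paper's neuronal markers, 0.172 for ion channels, 0.256 for NRF2 targets, 0.2999 for interferon-stimulated genes, 0.536 for ribosomal proteins and 0.255 for the respiratory chain. With fry, which tests a list without the other genes, lists past the threshold in addition were CDK inhibitors (8.89e-04), cytoskeleton (1.88e-05), neurotransmitter identity (4.09e-04), oligodendrocyte (4.2e-04), microglia (1.24e-04), endothelial (1.55e-05), muscle (9.73e-05), ferroptosis promotion (0.00158), the integrated stress response (0.00167), p53 targets (0.0354), pyroptosis and autophagy (6.07e-05) and mitochondrially encoded genes (0.016), and with the direction reversed Notch (0.00599), REST (0.00121), astrocyte (0.0312) and apoptosis (3.03e-04). All 37 lists thus passed fry, so a pass in that test does not set a list apart.

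Camera's adjusted p moved past or across the threshold for ion channels with no filter (0.0967) and TPM (0.0713), for ferroptosis promotion under median centring (0.0477), and under quantile normalization for interferon-stimulated genes (0.18), the respiratory chain (0.197), mitochondrially encoded genes (0.00694) and ribosomal proteins (0.396, direction reversed). It ended after the correction for selenoproteins (0.0999) and ribosomal proteins (0.462). The direction of lists that did not pass reversed with no filter for muscle (0.912) and apoptosis (0.934), with a mean FPKM of at least 1 for REST (0.924), under TPM for neurotransmitter identity (0.988) and oligodendrocyte (0.969), under median centring for Notch (0.975), REST (0.993) and mitochondrially encoded genes (0.925), under quantile normalization for REST (0.934), after the correction for CDK inhibitors (0.624) and Notch (0.566), and without 1 library for oligodendrocyte (0.893, without GFP replicate 1; range 0.854 to 0.996) and REST (0.998, without GFP+NeuroD4 replicate 1; lowest 0.799).

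In the one-sided Fisher's exact tests, the synapse list had an adjusted p of 0.162 and pyroptosis and autophagy 0.0288 with a pseudocount of 1, astrocyte 0.0498 and interferon-stimulated genes 0.0598 with a mean FPKM of at least 1, interferon-stimulated genes 0.158 and cholesterol synthesis 0.11 under TPM, Notch 0.0375, glutathione 0.0115 and p53 targets 0.0395 under median centring, ferroptosis defence 0.0849 and interferon-stimulated genes 1 under quantile normalization, ferroptosis defence 0.0504 and interferon-stimulated genes 0.0705 without assembly-named features, 0.0512 and 0.072 over the genes with GC content and length without the correction, Notch 0.0222 and interferon-stimulated genes 0.375 after the correction, and pyroptosis and autophagy 0.0197 and 0.0198 without GFP replicate 1 and 2 (highest 0.101, without GFP+NeuroD4 replicate 2).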

Differences from the paper's values

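The values compared were the counts of changed genes, GPX4 in Fig. 6G and the GFP bars of DCX and SYP in Fig. 6F. None of them differed from the value here by the rule for its kind. A count had to differ by more than 1.5 times, and GPX4 by that and by more than the replicate SD. A bar of log10 values had to differ by more than the replicate SD alone. For DCX this SD is wide, since not every GFP library had reads, so that comparison could hardly have differed.

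The paper reports more genes lower than higher in the GFP+NeuroD4 group at a fold above 2 and an FDR under 0.01, and here the higher genes were the more numerous at the same thresholds, 1918 against 1382. Of the alternatives set before the data were examined, median centring (1289 higher and 1947 lower) and quantile normalization (1347 and 1697) gave more lower genes. The others gave more higher genes, among them TPM (2645 higher and 1114 lower) and, on the counts of the authors' called genes, edgeR (1503 and 1368) and DESeq2 (1501 and 1364). These edgeR and DESeq2 runs held only the 3305 genes the authors had already called, 1515 higher and 1790 lower. Their counts are bounded by that selection and are no independent test of the split. Of the authors' 3288 tested genes 2900 and 2666 were called in the authors' direction under median centring and quantile normalization, against 2694 without them. Median centring lowered the log2 fold changes by 0.22. The authors' log2 fold changes had a median difference of -0.18 from the log2 ratio of mean FPKM, a shift in the same direction. Whether it accounts for the opposite split was not tested. The correction for GC content and length, chosen after seeing the data, gave 1027 higher and 1336 lower genes. Over the same genes without it there were 1739 and 1339. After it, 1148 of the 3062 authors' genes it could test were not called in the authors' direction. Without it, 594 of the 3288 tested were already not called, so the 1148 cannot be read as losses from the correction alone.

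The paper's methods give an FDR under 0.01, and in the authors' deposited table 81 of 3305 genes have an FDR of at least 0.01, with a highest value of 0.0486. SYP, which the paper names among the high neuronal markers, has an FDR of 0.017 there and passed here with an adjusted p of 0.00332 from limma. GPX4 was not among the 3305 genes read from that table and was 1.72-fold higher in the GFP group here, under the fold the paper requires for its list of genes. The bar for DCX in the GFP group is about -0.67 in Fig. 6F, read by eye with pixel positions, and log10 of FPKM with the values listed at 0 entered as 0 gives -0.66 here. This value rests on 1 library, as it was 0 without GFP replicate 1 and -0.99 without GFP replicate 2 or 3. The figure was read again after the value here had been computed.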

Other observations

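The test of the glycolysis list against GAPDH was chosen after the result was seen and is reported above with the reference genes; the list results below were planned before the data were examined. Metabolic and antioxidant genes fell in the GFP+NeuroD4 group. Of 20 genes of glycolysis, 13 were lower, 1 (PFKM) was higher and 6 did not pass (13 and 1 when adjusted over the list alone; 2 higher without GFP replicate 1; camera adjusted p = 3.18e-06, and adjusted p = 0.17 with an estimated correlation), with ALDOA falling from 763 ± 84.9 to 200 ± 24.6 FPKM and the glucose transporter gene SLC2A1 from 67.2 ± 6.41 to 15.9 ± 0.464 FPKM (SD, n = 3 per group). Of 23 genes of cholesterol synthesis, 18 were lower, 1 (SC5D) was higher and 4 did not pass (the same counts when adjusted over the list alone; 2 higher under TPM; camera adjusted p = 2.99e-07, and adjusted p = 0.124 with an estimated correlation), with INSIG1 falling from 59.2 ± 3.87 to 12.4 ± 0.244 FPKM. Of 20 NRF2 targets, 13 were lower, none was higher and 7 did not pass (13 and 0 when adjusted over the list alone; 1 higher under TPM; camera adjusted p = 1.68e-05, and adjusted p = 0.256 with an estimated correlation), with NQO1 falling from 459.5 ± 52.1 to 112 ± 14 FPKM. Of 34 interferon-stimulated genes, 21 were lower, 4 were higher and 9 did not pass (the same when adjusted over the list alone; camera adjusted p = 4.64e-05, and adjusted p = 0.3 with an estimated correlation), with BST2 falling from 2370 ± 51.7 to 780.3 ± 18.8 FPKM. The higher ones became 7 under TPM, 11 under quantile normalization and 2 under median centring and after the correction. Of 18 IGF binding proteins and growth factor receptors, 10 were lower, 4 were higher and 4 did not pass (11 and 5 when adjusted over the list alone; 2 higher after the correction; camera adjusted p = 0.00472, and adjusted p = 0.17 with an estimated correlation), with IGFBP2 falling from 399 ± 20.2 to 67.4 ± 2.79 FPKM and FGFR2 rising from 5.34 ± 1.5 to 28.7 ± 1.2 FPKM. Of 41 cytosolic ribosomal proteins, 18 were lower and 2 were higher, of 35 nuclear genes of the respiratory chain 14 were lower and 4 were higher, and of 13 mitochondrially encoded genes 3 were higher, none was lower and none passed when adjusted over the list alone (17 and 2, 14 and 4 for the others). The balance of the ribosomal list turned under quantile normalization (4 lower and 14 higher), and 9 were lower after the correction for GC content and length. The respiratory chain had 22 lower and 1 higher under median centring, 7 higher under TPM and 2 higher without GFP+NeuroD4 replicate 1 or 3. The 2 higher ribosomal genes became 7 under TPM. They became 1 under median centring, with no filter on low values, under eBayes without trend and when any 1 library except GFP replicate 3 was left out. The 3 higher mitochondrially encoded genes became 7 under TPM, 8 under quantile normalization and 0 under median centring, with no filter on low values and after the correction, and 1 under eBayes without trend. There were 0 without GFP replicate 2 or 3 or GFP+NeuroD4 replicate 1 or 3 (1 without GFP+NeuroD4 replicate 2). Their camera adjusted p values were 7.69e-04, 0.00115 and 0.537, and adjusted p = 0.536 and 0.255 with an estimated correlation for the first 2. Of 15 housekeeping genes, 9 were lower, 1 (YWHAZ) was higher and 5 did not pass (the higher one also not when any 1 library except GFP replicate 1 was left out, under median centring, with no filter on low values, a replicate block or eBayes without trend; 10 and 1 when adjusted over the list alone; camera adjusted p = 2.09e-04, and adjusted p = 0.124 with an estimated correlation).

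Genes of other cell types and of stress moved both ways. At the same adjusted p, 4826 of all 14875 features were higher and 3095 were lower. A list with counts near these shares is not set apart by them. Of 6 endothelial and pericyte markers, PECAM1 rose from 0.0164 ± 0.01 to 14.9 ± 1.09 FPKM and CDH5 from 0.0404 ± 0.0322 to 7.59 ± 0.55 FPKM, and 4 did not pass (2 and 0 when adjusted over the list alone; camera adjusted p = 0.365). Of 2 microglia and leukocyte markers, CD68 fell from 25.5 ± 5.66 to 1.74 ± 0.109 FPKM and CD14 did not pass (2 lower under median centring and quantile normalization; camera adjusted p = 0.0737). Of 4 skeletal muscle markers TNNT1 fell from 77.1 ± 1.33 to 10.5 ± 0.572 FPKM and 3 did not pass (1 higher with a pseudocount of 0.01 and without GFP+NeuroD4 replicate 1, 2 higher with no filter on low values, 1 higher and 2 lower after the correction; camera adjusted p = 0.586), with the same counts when adjusted over the list alone. Of 22 Notch genes, 8 were higher, 5 were lower and 9 did not pass (the same when adjusted over the list alone; camera adjusted p = 0.843), with HEY1 falling from 43.7 ± 3.19 to 4.49 ± 0.269 FPKM and JAG1 rising from 12.7 ± 1.22 to 45.8 ± 2.24 FPKM. Of 12 genes of REST and repressors of neuronal genes, 6 were higher, 4 were lower and 2 did not pass (the same when adjusted over the list alone; camera adjusted p = 0.928), with REST rising from 6.02 ± 0.61 to 11.5 ± 0.193 FPKM. The lower REST list genes became 2 under TPM and without GFP replicate 2 or 3 or GFP+NeuroD4 replicate 1 or 3. The balance turned after the correction for GC content and length (2 higher and 4 lower) and under median centring (4 and 5). The Notch list had 7 higher and 9 lower under median centring. For the integrated stress response 6 of 23 genes were higher and 7 lower (camera adjusted p = 0.366; 11 higher under TPM, and 4 higher and 11 lower under median centring). For p53 targets 7 of 20 were higher and 8 lower (9 lower when adjusted over the list alone; camera adjusted p = 0.378). For apoptosis regulators 7 of 21 were higher and 4 lower (5 lower when adjusted over the list alone; camera adjusted p = 0.859; 4 higher without GFP replicate 2 or GFP+NeuroD4 replicate 2, under median centring and under eBayes without trend, 7 lower under quantile normalization, and 3 higher and 3 lower after the correction). For pyroptosis and autophagy genes 5 of 19 were higher and 8 lower (3 higher under median centring; camera adjusted p = 0.225).

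For cyclin genes relative to GAPDH in the same libraries, the ratio of the GFP+NeuroD4 group to the GFP group was 0.766 for CCNA2, 0.872 for CCNB2, 0.987 for CCNB1, 1.02 for CCNE2, 1.08 for CCND3, 1.35 for CCNE1, 1.46 for CCND1 and 1.47 for CCNA1 (exact permutation tests, p from 0.1 to 1), and the paper normalized its cyclin qRT-PCR to GAPDH. By that qRT-PCR the paper reports a significant fall of cell cycle mRNA in U251 cells at 5 dpi. The mRNA of TUBB3 and MAP2 was read in the GFP group at 104 and 31.6 FPKM, in RNA from 5 dpi. The paper's staining, done at a later day, gave no TUJ1 or MAP2 signal in that group.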
